# NR4A1 and NR4A2 orphan nuclear receptors regulate endothelial-to-hematopoietic transition in mouse hematopoietic stem cell specification

**DOI:** 10.1242/dev.201957

**Published:** 2024-11-26

**Authors:** Diana Sá da Bandeira, Chris D. Nevitt, Felipe Segato Dezem, Maycon Marção, Yutian Liu, Zakiya Kelley, Hannah DuBose, Ashley Chabot, Trent Hall, Claire Caprio, Victoria Okhomina, Guolian Kang, Jasmine Plummer, Shannon McKinney-Freeman, Wilson K. Clements, Miguel Ganuza

**Keywords:** AGM, Developmental hematopoiesis, Endothelial to hematopoietic transition, HSC specification, Hematopoietic stem cells, NR4A

## Abstract

Hematopoietic stem cells (HSCs) sustain life-long hematopoiesis and emerge during mid-gestation from hemogenic endothelial progenitors via an endothelial-to-hematopoietic transition (EHT). The full scope of molecular mechanisms governing this process remains unclear. The NR4A subfamily of orphan nuclear receptors act as tumor suppressors in myeloid leukemogenesis and have never been implicated in HSC specification. Here, we report that *Nr4a1* and *Nr4a2* expression is upregulated in hemogenic endothelium during EHT. Progressive genetic ablation of Nr4a gene dosage results in a gradual decrease in numbers of nascent c-Kit^+^ hematopoietic progenitors in developing embryos, c-Kit^+^ cell cluster size in the dorsal aorta, and a block in HSC maturation, revealed by an accumulation of pro-HSCs and pre-HSC-type I cells and decreased numbers of pre-HSC-type II cells. Consistent with these observations, cells isolated from embryonic day 11.5 *Nr4a1^−/−^*; *Nr4a2^−/−^* aorta-gonads-mesonephros are devoid of *in vivo* long-term hematopoietic repopulating potential. Molecularly, employing spatial transcriptomic analysis we determined that the genetic ablation of *Nr4a1* and *Nr4a2* prevents Notch signaling from being downregulated in intra-aortic clusters and thus for pro-HSCs to mature into HSCs. Interestingly, this defect is partially rescued by *ex vivo* culture of dissected aorta-gonads-mesonephros with SCF, IL3 and FLT3L, which may bypass Notch-dependent regulation. Overall, our data reveal a role for the NR4A family of orphan nuclear receptors in EHT.

## INTRODUCTION

Hematopoietic stem cells (HSCs) are a paradigm for the immense clinical value of stem cells. HSCs have been extensively exploited to treat hematological diseases due to their capacity for life-long replenishment of the blood following transplantation (Blau and Daley, 2019). Despite extensive efforts (Lis et al., 2017; Sugimura et al., 2017), robust *in vitro* expansion of HSCs remains an unmet clinical need. Further understanding of the molecular regulation of HSC ontogeny has the potential to circumvent this stalemate, as HSCs expand significantly during embryogenesis and early neonatal life (Medvinsky et al., 2011; Mikkola and Orkin, 2006).

In mammals, hematopoiesis emerges in at least three waves during development (Medvinsky et al., 2011). The first two waves originate in the yolk sac and generate primitive erythrocytes and definitive erythroid-myeloid progenitors, which support the growing embryo and contribute very little to adult hematopoiesis (Medvinsky et al., 2011; Mikkola and Orkin, 2006). A third wave of development with an intra-embryonic origin yields multi-lineage HSCs with the ability to contribute to life-long hematopoiesis (Medvinsky et al., 2011; Mikkola and Orkin, 2006). In mice, transplantable HSCs are first detected at day 10.5 of embryonic development (E10.5) (Gekas et al., 2005; Kumaravelu et al., 2002; Medvinsky and Dzierzak, 1996; Medvinsky et al., 2011; Muller et al., 1994). HSC emergence is observed in the aortas of zebrafish as *runx1^+^* cells around 24 h post-fertilization (hpf) (Bertrand et al., 2010a; Bonkhofer et al., 2019; Gering and Patient, 2005; Tamplin et al., 2015) and at 5 weeks of gestation in humans as CD34^+^ cells in the ventral endothelium of the aorta (Easterbrook et al., 2019; Tavian et al., 1996). HSCs emerge during mid-gestation from a subset of hemogenic arterial endothelial cells (i.e. hemogenic endothelium, HE) via endothelial-to-hematopoietic transition (EHT) (Bertrand and Traver, 2009; Boisset et al., 2015; McGrath et al., 2015; Medvinsky et al., 2011; Mikkola and Orkin, 2006; North et al., 1999; Oberlin et al., 2002; Yokomizo et al., 2001). Newly specified hematopoietic cells are visible as c-Kit^+^ (Kit^+^) cells that bud into the vascular lumen (mainly in the dorsal aorta and umbilical and vitelline arteries) in vertebrate embryos, forming intra-aortic cell clusters (IACs) (Boisset et al., 2015; Jaffredo et al., 1998; Medvinsky et al., 2011). These IACs harbor HSC precursors (i.e. pre-HSCs) (Medvinsky et al., 2011; North et al., 1999; Yokomizo et al., 2001). Newly specified HSCs and pre-HSCs migrate to the fetal liver (FL) (Ema and Nakauchi, 2000; Kumaravelu et al., 2002), where they are mostly found by E12.5 and where they are believed to expand and mature during ontogeny (Ema and Nakauchi, 2000; Ganuza et al., 2022, 2020; Murayama et al., 2006), although new non-invasive approaches, including our own studies, have recently highlighted only limited expansion of cells that contribute to life-long hematopoiesis in the FL (Ganuza et al., 2017, 2022, 2020; Henninger et al., 2017). HSCs eventually migrate to the fetal and neonatal bone marrow (BM) (Bertrand and Traver, 2009; Ganuza et al., 2022; Hall et al., 2022; Medvinsky et al., 2011; Mikkola and Orkin, 2006), where they continue to expand and establish the adult HSC pool before becoming largely quiescent between days 21 and 27 post-birth (P21-P27) (Ganuza et al., 2020). HSCs largely reside in the BM in the postnatal mouse and divide to maintain hematopoietic homeostasis (Ganuza et al., 2020).

Although EHT and transitions between HSC precursors, such as pro-HSCs [VE-cadherin (cadherin 5)^+^CD41 (ITGA2B)^+/lo^CD43 (SPN)^−^CD45 (PTPRC)^−^], Type I pre-HSCs (VE-cadherin^+^CD41^+/lo^CD43^+^CD45^−^c-Kit^+^) or Type II pre-HSCs (VE-cadherin^+^CD45^+^c-Kit^+^), are key steps in HSC development (Chen et al., 2009; Liakhovitskaia et al., 2014; Rybtsov et al., 2014, 2011; Taoudi et al., 2008), little is known about the molecular regulators governing this cellular process. Precise regulation of *Runx1*, its co-factor *Cbfb*, *Gata2*, *Notch1* and *Sox17* are essential during EHT (Chen et al., 2009; Clarke et al., 2013; Corada et al., 2013; Kissa and Herbomel, 2010; Kumano et al., 2003; Lizama et al., 2015; Niki et al., 1997; Okuda et al., 1996; Wang et al., 1996a,b). Similarly, *Gfi1* and *Gfi1b* (transcriptional targets of *Runx1*) and *Hes1* and *Hes5* (*Notch1* transcriptional targets) are required to repress the endothelial program in HE (Guiu et al., 2013; Thambyrajah et al., 2016). *Runx1* is considered a master regulator of EHT (Medvinsky et al., 2011; Ottersbach, 2019) since *Runx1^−/−^* mice lack IACs (North et al., 1999; Yokomizo et al., 2001), morpholinos targeting *Runx1* in zebrafish block EHT (Kissa and Herbomel, 2010) and *Runx1^−/−^* hemogenic endothelium does not yield hematopoietic cells *in vitro* (Lancrin et al., 2009). However, despite recent progress, much remains unknown regarding the molecular regulation of EHT. Insights into these processes have come recently from single-cell transcriptomics (Baron et al., 2018; Canu et al., 2020; Gao et al., 2020; Lummertz da Rocha et al., 2022; Oatley et al., 2020; Vink et al., 2020; Yvernogeau et al., 2020; Zhou et al., 2016; Zhu et al., 2020), such as a description of the transcriptome of the first functional HSCs (Vink et al., 2020), identifying a role for the ligand–receptor couple ADM-RAMP2 and SVEP1 in HSC emergence (Yvernogeau et al., 2020), and uncovering of transcriptional networks (e.g. *Stat3*, *Ybx1* and *App*) governing hematopoiesis (Lummertz da Rocha et al., 2022).

Here, we present evidence that the orphan nuclear receptors NR4A1 and NR4A2 are molecular regulators of EHT. These proteins regulate transcription via interaction with numerous proteins, including other transcription factors, transcriptional co-regulators and kinases (Hamers et al., 2013; Kurakula et al., 2014; Milbrandt, 1988; Rodriguez-Calvo et al., 2017). The nuclear receptor family includes >48 proteins classified as steroid hormone receptors that heterodimerize with retinoid X receptors and orphan nuclear receptors (Kurakula et al., 2014). The NR4A subfamily of orphan nuclear receptors includes NR4A1 (also known as NUR77, TR3, NGFI-B), NR4A2 (also known as NURR1) and NR4A3 (also known as NOR-1) (Kurakula et al., 2014; Rodriguez-Calvo et al., 2017). Nuclear receptors typically contain three structural domains: a C-terminal ligand-binding domain (containing 12 alpha-helices), a central DNA-binding domain (enclosing a double zinc finger) and an N-terminal domain (Hamers et al., 2013; Kurakula et al., 2014). The NR4A ligand-binding domain is filled with amino acid side chains that maintain an active conformation, likely why no ligands have been reported for these receptors (Hamers et al., 2013; Kurakula et al., 2014; Rodriguez-Calvo et al., 2017). Rather, regulation of NR4A receptor activity relies on transcriptional mechanisms, post-translational modifications or protein–protein interactions (Hamers et al., 2013; Kurakula et al., 2014; Rodriguez-Calvo et al., 2017). NR4A receptors have been implicated in many cellular processes, including adaptive and innate immunity, inflammation, cell proliferation, differentiation, cell metabolism and neurological functions (Avagyan et al., 2021; Hamers et al., 2013; Kurakula et al., 2014; Rodriguez-Calvo et al., 2017). They act as tumor suppressors of myeloid leukemogenesis. Their absence induces rapid lethal acute myeloid leukemia (AML) in mice (Mullican et al., 2007). However, prior to this study, they have not been implicated in the ontogeny of the hematopoietic system.

Here, we report that *Nr4a1* and *Nr4a2* play a crucial role during EHT, as loss of these genes compromises IAC formation, the frequency of embryonic HSC precursor populations and the emergence of transplantable HSCs during mid-gestation in mice. This effect is at least in part mediated by the inability of HSC precursors to efficiently downregulate Notch signaling to allow HSC maturation. Thus, the NR4A family of orphan nuclear receptors constitutes a previously unappreciated group of EHT regulators.

## RESULTS

### Nr4a gene expression is upregulated during EHT

We previously examined transcriptional changes across hematopoietic development and identified modules of genes specifically expressed during selected windows of HSC ontogeny (McKinney-Freeman et al., 2012). The context likelihood of relatedness (CLR) algorithm allowed us to identify putative transcriptional regulators (TRs) of each of these gene modules. These analyses implicated the Nr4a family of orphan nuclear receptors (i.e. *Nr4a1*, *Nr4a2* and *Nr4a3*) as putative regulators of multiple stages of ongoing HSC specification (Fig. 1A) (McKinney-Freeman et al., 2012). Moreover, examination of publicly available expression databases (McKinney-Freeman et al., 2012; Zhou et al., 2016) on bulk and single cells derived from mouse embryos further revealed upregulation of *Nr4a1*, *Nr4a2* and *Nr4a3* expression in HSC precursors, similar to *Runx1*, relative to endothelial cells at E11 (Fig. 1B,C). These data show that *Nr4a* genes are upregulated in definitive hematopoietic cells, particularly in pre-HSCs type I and type II. To verify these data, we isolated by fluorescence activated cell sorting (FACS) VE-cadherin^+^CD45^–^ endothelial cells, VE-cadherin^+^CD45^+^ (which are known to contain pre-HSC-type II precursors, as previously described by the Medvinsky laboratory; Rybtsov et al., 2011; Taoudi et al., 2008) and VE-cadherin^–^CD45^–^ cells from E11.5 aorta-gonads-mesonephros (AGMs) and examined by real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR) the expression of *Runx1*, *Nr4a1* and *Nr4a2* (Fig. 1D, Fig. S1A). As expected (North et al., 1999, 2002; Nottingham et al., 2007), *Runx1* was upregulated in VE-cadherin^+^CD45^+^ cells (Fig. 1D). The expression of *Nr4a1*, *Nr4a2* and *Nr4a3* was also upregulated in VE-cadherin^+^CD45^+^ cells (Fig. 1D), confirming that these genes are specifically upregulated in definitive hematopoietic cells.

**Fig. 1.**
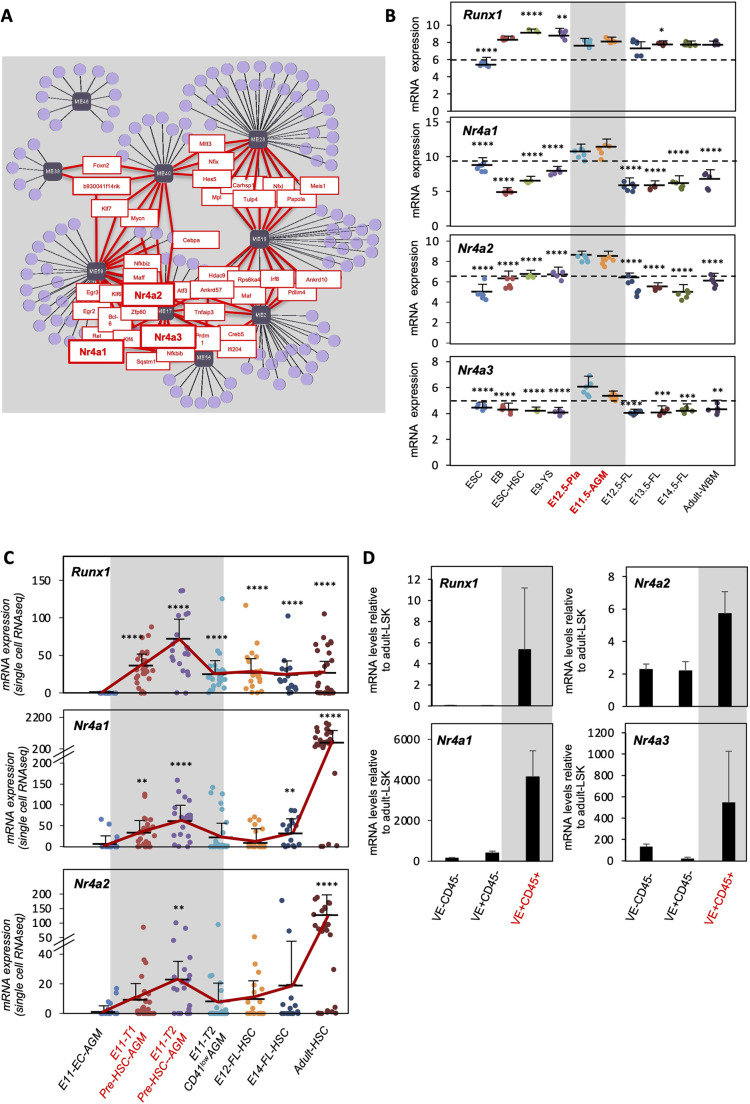
**Nr4a genes are upregulated in the hemogenic endothelium during EHT.** (A) Network schematic of the CLR-derived predictions at the 0.05 FDR for all HSC-specifying modules. Data taken from the StemSite portal (http://daleystem.hms.harvard.edu/; McKinney-Freeman et al., 2012). Predicted transcriptional regulators are highlighted in red. Gene modules shown in gray squares. Names of ‘Hub’ genes are indicated. (B) Expression levels of *Runx1*, *Nr4a1*, *Nr4a2* and *Nr4a3* mRNA extracted from the StemSite portal (McKinney-Freeman et al., 2012). E9-YS (E9-CD41^+^c-Kit^+^CD34^+^ YS cells), E11.5-AGM (E11.5 VE-cadherin^+^CD45^+^ AGM cells), E12.5-Pla (E12.5-CD45^+^c-Kit^+^CD34^med^ placenta cells), E12.5-FL (E12.5 Lin^−^Sca-1^+^c-Kit^+^VE-cadherin^+^Mac-1^low^ FL cells), E13.5-FL (E13.5 Lin^−^Sca-1^+^c-Kit^+^CD150^+^CD48^−^ FL cells), E14.5-FL (E14.5 Lin^−^Sca-1^+^c-Kit^+^CD150^+^CD48^−^ FL cells), adult WBM (Lineage^−^Sca-1^+^c-Kit^+^CD150^+^CD48^−^ adult BM cells), ESC (embryonic stem cells), EB (CD41^+^c-Kit^+^ cells isolated from day six mouse embryoid bodies) and ESC-HSC (CD41^bright^CD45^−^CD34^−^cells) are shown (McKinney-Freeman et al., 2012). (C) Single-cell RNA-sequencing expression analysis of *Runx1*, *Nr4a1* and *Nr4a2* mRNA. Data extracted from figure S3 of Zhou et al. (2016): E11-EC-AGM (E11-CD31^+^VE-cadherin^+^CD41^−^CD43^−^CD45^−^Ter119^−^AGM cells); E11-T1 pre-HSC-AGM (E11 CD31^+^CD45^−^CD41^low^c-Kit^+^CD201^high^ AGM cells); E11-T2 pre-HSC-AGM (CD31^+^CD45^+^c-Kit^+^CD201^high^ cells); E11-T2 CD41^low^CD201^−^ AGM (E11 CD31^+^CD45^+^CD41^low^CD201^−^ AGM cells); E12-FL-HSCs (E12-Lin^−^Sca-1^+^Mac-1^low^CD201^+^ FL cells); E14-FL-HSCs (E14-CD45^+^CD150^+^CD48^−^CD201^+^ FL cells) and adult HSCs (CD150^+^CD48^−^ Lineage^−^Sca-1^+^c-Kit^+^ cells). (D) Quantitative RT-PCR of *Runx1*, *Nr4a1*, *Nr4a2* and *Nr4a3* gene expression in VE-cadherin^−^CD45^−^, VE-cadherin^+^CD45^−^ and VE-cadherin^+^CD45^+^ cells isolated from E11.5 AGMs in two independent experiments by pooling ∼50 AGMs/experiment. Flow cytometry gating strategies are shown in Fig. S1D. In B-D, gray boxes and red letters highlight hemogenic endothelium-related populations. Means and standard deviations are indicated. ****P<0.0001, ***P<0.001, **P<0.01, *P<0.05 (Kruskal–Wallis tests). *n*=2-30. In B,C, each dot represents a different biological sample. In B, statistical differences were tested for each population compared to E11.5 AGM. In C, statistical differences were tested for each population compared to E11 EC-AGM. Source data are provided in Table S1. CD150, SLAMF1; CD201, marker for EPCR (PROCR); Mac-1, ITGAM; Sca-1, LY6A; Ter119, LY76.

### HSC specification is sensitive to Nr4a gene dosage

To functionally explore whether Nr4a genes are necessary for HSC specification, we took advantage of *Nr4a1^−/−^* and *Nr4a2^−/−^* mice (Lee et al., 1995; Pan et al., 2008; Zetterstrom et al., 1997). *Nr4a2^−/−^* mice die perinatally, whereas *Nr4a1^−/−^* and *Nr4a2^+/−^* mice are viable, fertile and do not display any gross physical abnormalities. Although *Nr4a1^−/−^Nr4a2^−/−^* embryos were not observed at Mendelian ratios (Fig. S2A), all the *Nr4a1^−/−^Nr4a2^−/−^* embryos we obtained had a visible heartbeat and their morphology (Fig. S2B) and AGM cellularity (Fig. S2C) were normal at E12.5, suggesting that these embryos have no overt defects at least until after E12.5. To assess whether HSC specification is affected in the absence of *Nr4a1* and *Nr4a2*, we isolated AGMs from CD45.2^+^ *Nr4a^+/+^*, *Nr4a1^+/−^*, *Nr4a1^−/−^*, *Nr4a2^−/−^*, *Nr4a1^−/−^Nr4a2^+/−^* and *Nr4a1^−/−^Nr4a2^−/−^* concepti at E11.5 and transplanted into lethally irradiated CD45.1^+^CD45.2^+^ congenic recipients at a dose of two AGMs (or embryo-equivalents, EE) per recipient together with 2×10^5^ CD45.1^+^ whole BM (WBM) cells (Fig. 2A).

**Fig. 2.**
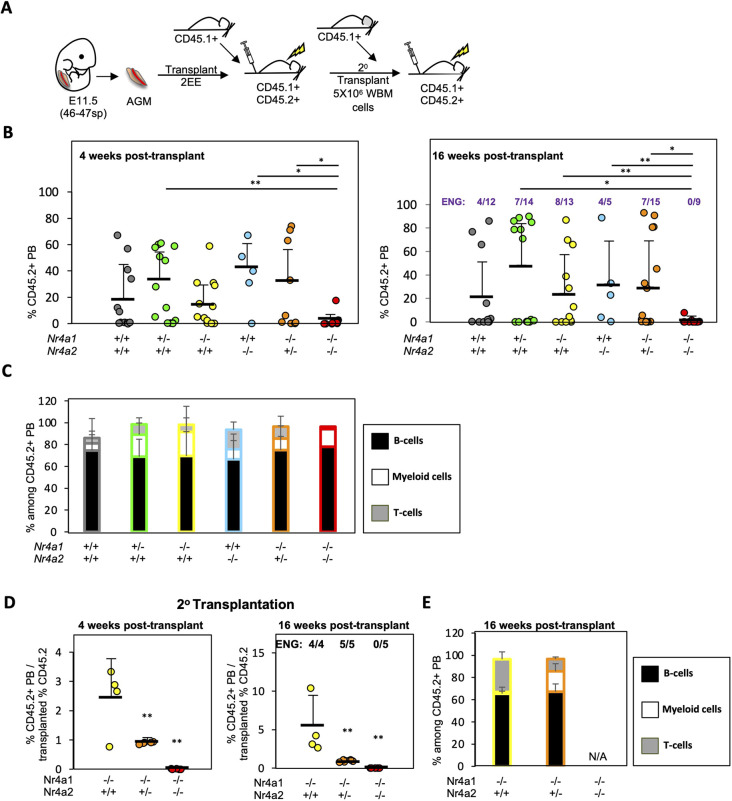
**HSC specification is sensitive to *Nr4a1* and *Nr4a2* gene dosage.** (A) Experimental schematic. AGMs were dissected from E11.5 CD45.2^+^ *Nr4a1^+/+^*, *Nr4a1^+/^*^−^, *Nr4a1*^−*/*−^, *Nr4a2*^−*/*−^, *Nr4a1*^−*/*−^*Nr4a2^+/^*^−^ and *Nr4a1*^−*/*−^*Nr4a2*^−*/*−^ (46-47 sp) concepti, dissociated and transplanted at 2 EE/recipient into lethally irradiated CD45.1^+^CD45.2^+^ mice along with 2×10^5^ CD45.1^+^ WBM cells. After 16 weeks, 5×10^6^ WBM cells isolated from engrafted primary recipients of *Nr4a2*^−*/*−^, *Nr4a1*^−*/*−^*Nr4a2^+/^*^−^ and *Nr4a1*^−*/*−^*Nr4a2*^−*/*−^ AGM-derived cells were transplanted into lethally irradiated CD45.1^+^/CD45.2^+^ congenic secondary recipients. (B) Percentage of CD45.2^+^ PB of primary recipients is shown at 4 (left) and 16 (right) weeks post-transplant. *Nr4a1^+/+^* (*n*=13 recipients), *Nr4a1^+/^*^−^ (*n*=14 recipients), *Nr4a1*^−*/*−^ (*n*=13 recipients), *Nr4a2*^−*/*−^ (*n*=5 recipients), *Nr4a1*^−*/*−^*Nr4a2^+/^*^−^ (*n*=9 recipients) and *Nr4a1*^−*/*−^*Nr4a2*^−*/*−^ (*n*=9 recipients). Data are pooled from ten independent transplants. Each dot represents an independent recipient. The fraction of mice positively engrafted (ENG: defined as %CD45.2^+^ >2% and showing multilineage engraftment) is shown at the top of the graph (16 weeks post-transplant). **P<0.01, *P<0.05 (Wilcoxon rank sum test). (C) Percentage of B cells, T cells and myeloid cells within CD45.2^+^ PB of recipients engrafted with >1% of CD45.2^+^ PB at 16 weeks post-transplant. (D) The ratio of reconstituted %CD45.2^+^ PB in secondary recipients and to %CD45.2^+^ transplanted BM is depicted at 4 (left) and 16 (right) weeks post-transplant. For each genotype, BM from a single primary recipient was transplanted. Each circle represents an independent secondary recipient. The fraction of mice positively engrafted (ENG: defined as %CD45.2^+^ >2% and multilineage engraftment) is shown at the top of the 16 week panel. **P<0.01 (Wilcoxon rank sum test). (E) Percentage of B cells, T cells and myeloid cells within CD45.2^+^ PB of recipients engrafted with >1% of CD45.2^+^ PB at 16 weeks post-transplant. In B-E, mean and standard deviation are shown. Source data are provided in Table S1. N/A, not applicable.

Remarkably, 0/9 recipients of *Nr4a1^−/−^Nr4a2^−/−^* AGM-derived cells displayed tri-lineage (i.e. myeloid, B cell and T cell) CD45.2^+^ peripheral blood (PB) engraftment at 4 and 16 weeks post-transplant (Fig. 2B). Only one recipient displayed donor-derived PB, but this was restricted to the myeloid and B cell lineage (Fig. 2C, Fig. S1B). In contrast, numerous animals transplanted with *Nr4a^+/+^* (4/12), *Nr4a1^+/−^* (7/14), *Nr4a1^−/−^* (8/13), *Nr4a2^−/−^* (4/5) or *Nr4a1^−/−^Nr4a2^+/−^* (7/15) displayed tri-lineage CD45.2^+^ PB engraftment (Fig. 2B,C).

Next, to assess the self-renewal potential of Nr4a-deficient hematopoietic stem and progenitor cells (HSPCs), WBM was isolated from primary recipients stably engrafted with *Nr4a1^−/−^Nr4a2^+/+^*, *Nr4a1^−/−^Nr4a2*^+*/−*^ or *Nr4a1^−/−^Nr4a2^−/−^* AGM-derived cells and transplanted into lethally irradiated secondary CD45.1^+^CD45.2^+^ recipients (Fig. 2A). Although all secondary recipients of *Nr4a1^+/+^Nr4a2^−/−^* and *Nr4a1^−/−^Nr4a2*^+/*−*^ AGM-derived cells displayed CD45.2^+^ PB engraftment, *Nr4a1^−/−^Nr4a2^−/−^* AGM-derived cells (transplanted from the sole partially engrafted primary recipient) failed to contribute to the PB of secondary recipients (Fig. 2D). Furthermore, *Nr4a1^−/−^Nr4a2^+/−^* AGM-derived cells displayed significantly lower secondary engraftment of the PB than *Nr4a1^+/+^Nr4a2^−/−^* AGM-derived cells. These data reveal that both HSC specification and the self-renewal potential of newly specified HSCs are sensitive to Nr4a gene dosage. Interestingly, *Nr4a1^−/−^Nr4a2^+/+^-*derived HSPCs were devoid of secondary myeloid potential (Fig. 2D,E). This defect in self-renewal may indicate that the emerged *Nr4a1^−/−^Nr4a2^+/−^* HSCs are not fully functional and the exposure to a wild-type adult BM microenvironment is not able to rewire/rescue their developmental defect. Alternatively, *Nr4a1* and *Nr4a2* genes may be required in adult hematopoiesis to maintain HSC function. Further investigations employing conditional knockout of Nr4a alleles would be required to formally address this.

### EHT is sensitive to Nr4a gene dosage

Upregulation of Nr4a gene expression in VE-cadherin^+^CD45^+^ HE relative to the endothelium in the E11.5 AGM (Fig. 1) and the lack of engraftment potential in *Nr4a1^−/−^Nr4a2^−/−^* E11.5 embryos (Fig. 2) suggest that Nr4a genes may play a role in EHT. c-Kit^+^ IACs emerge from the hemogenic endothelium. Any perturbation of EHT should affect the number and/or size of IACs. Hence, to explore the role of Nr4a genes in EHT, we evaluated HSC specification at E10.5, which constitutes the peak of IAC numbers in the embryo (Medvinsky et al., 2011; Yokomizo and Dzierzak, 2010; Yokomizo et al., 2011). We examined E10.5 *Nr4a1^+/+^Nr4a2^+/+^*, *Nr4a1^−/−^Nr4a2^+/+^*, *Nr4a1^−/−^Nr4a2^−/−^* embryos for c-Kit^+^ IACs using confocal microscopy (Fig. 3A). CD31 (PECAM1) expression was used to identify endothelium. As mentioned, c-Kit^+^ IACs are formed by HSC precursors budding from the hemogenic endothelium into the lumen of the dorsal aorta via EHT. Despite this, we detected no differences in the number of c-Kit^+^ cells per cluster (Fig. 3B), *Nr4a1^−/−^Nr4a2^−/−^* embryos displayed significantly fewer IACs than *Nr4a1^+/+^Nr4a2^+/+^* embryos at E10.5 (Fig. 3A,C).

**Fig. 3.**
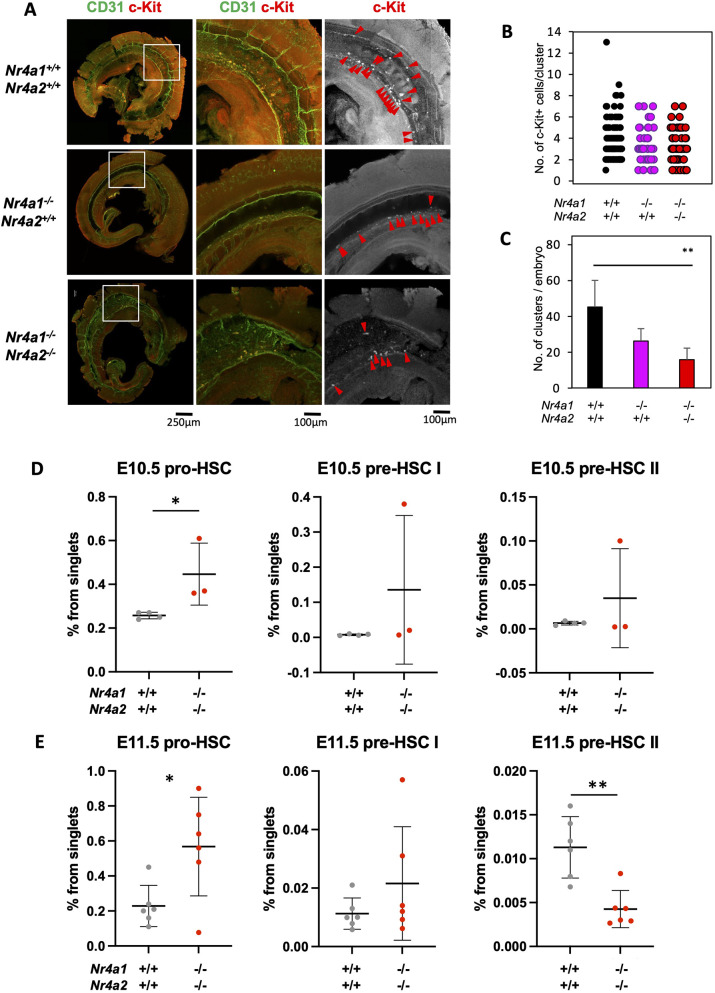
**HSC specification depends on *Nr4a1* and *Nr4a2* gene dosage.** (A) Representative confocal images of c-Kit^+^ IACs in E10.5 *Nr4a1^+/+^* (*n*=4), *Nr4a1*^−*/*−^ (*n*=5) and *Nr4a1*^−*/*−^*Nr4a2*^−*/*−^ (*n*=6) embryos. Embryos were examined from three independent experiments. For each representative embryo, the area containing the highest concentration of c-Kit^+^ clusters is highlighted (boxed area) and shown at higher magnification in panels to the right. Anti-CD31 is shown in green and c-Kit in red. Red arrowheads indicate c-Kit+ IACs. Scale bars: 250 µm (left); 100 µm (middle and right). (B) Quantification of the number of c-Kit^+^ cells/IAC in the dorsal aorta. Each dot represents a single cluster. (C) Quantification of total IACs/embryo in the dorsal aorta. In B,C, graphs show pooled results from all embryos analyzed. Mean and standard deviation are shown. **P<0.01 (Wilcoxon rank sum test). (D,E) Frequency of pro-HSCs, pre-HSC type I and pre-HSC type II in *Nr4a1* and *Nr4a2* E10 (D) and E11.5 (E) mutant embryos. Graphs show pooled results from 12 independent experiments. Mean and standard deviation are shown. Statistical differences highlight the difference among *Nr4a1*^+/+^*Nr4a2*^+/+^ embryos and the other groups shown. **P<0.01, *P<0.05 (unpaired, two-sample *t*-tests and Mann–Whitney tests). Source data are provided as a source data file in Table S1.

We next examined the maturation of endothelial precursors into hematopoietic cells by flow cytometry analysis of HSC precursor populations such as pro-HSC (VE-cadherin^+^CD41^+/lo^CD43*^−^*CD45*^−^*), Type I pre-HSC (VE-cadherin^+^CD41^+/lo^CD43^+^CD45*^−^*c-Kit^+^) and Type II pre-HSC (VE-cadherin^+^CD45^+^c-Kit^+^) HSC precursors (Chen et al., 2009; Liakhovitskaia et al., 2014; Rybtsov et al., 2014, 2011; Taoudi et al., 2008) (Fig. 3D,E, Fig. S1C). Interestingly, we observed a blockage in HSC maturation with Nr4a gene dosage reduction. Particularly, the number of pro-HSCs was significantly increased in *Nr4a1^−/−^Nr4a2^−/−^* E10.5 and E11.5 embryos (Fig. 3D,E). Although differences were not statistically significant, Pre-HSCs-type I progenitors also accumulated in *Nr4a1^−/−^Nr4a2^−/−^* E10.5 and E11.5 embryos. Interestingly, we observed a significant decrease in the numbers of more mature pre-HSCs-type II in E11.5 *Nr4a1^−/−^Nr4a2^−/−^* embryos, suggesting an impaired HSC specification process in the AGM (Fig. 3D,E).

Overall, our data indicate that loss of *Nr4a1* and *Nr4a2* genes perturbs EHT in the AGM.

### HSC specification is rescued by *ex vivo* culture of E10.5 Nr4a-deficient embryos

E10.5 embryos provide <1 transplantable HSC per embryo (Medvinsky et al., 2011). However, *ex vivo* culture of E10.5 AGM explants in the presence of supraphysiological levels of SCF (KITL), IL3 and FLT3L, allows for the continued specification, maturation and amplification of transplantable HSCs (Ganuza et al., 2018, 2017; Taoudi et al., 2008). Thus, to further test the role of Nr4a genes during EHT, we examined whether HSC specification could be coaxed from E10.5 embryos *ex vivo*: E10.5 AGMs from CD45.2^+^ *Nr4a^+/+^*, *Nr4a1^−/−^*, *Nr4a2^−/−^*, *Nr4a1^−/−^Nr4a2^+/−^* and *Nr4a1^−/−^Nr4a2^−/−^* embryos were cultured as whole explants for 5 days at the air/liquid interface in culture media supplemented with SCF, FLT3L and IL3, as previously described (Fig. 4) (Ganuza et al., 2018, 2017; Taoudi et al., 2008). Only embryos with 32-36 somite pairs (sp) were used in these experiments for consistency. After 5 days of culture, explants were dissociated and transplanted at 0.3 EE/recipient into lethally irradiated CD45.1^+^CD45.2^+^ mice along with 2×10^5^ CD45.1^+^ WBM cells (Fig. 4A). Surprisingly, *Nr4a1^−/−^Nr4a2^−/−^* explants contributed to the PB of 8/10 recipients up to 16 weeks post-transplant (Fig. 4B,C), albeit at lower levels of engraftment than mice transplanted with *Nr4a^+/+^* explants. Indeed, there appears to be a marginal direct correlation between Nr4a gene dosage and engraftment potential: the lower the Nr4a gene dosage, the lower the engraftment potential of CD45.2^+^ donor embryos, although these differences were not statistically significant (Fig. 4B,C). These data reveal that E10.5 *Nr4a1^−/−^Nr4a2^−/−^* embryos retain their potential for HSC specification or expansion under exogenous exposure to SCF, FLT3L and IL3.

**Fig. 4.**
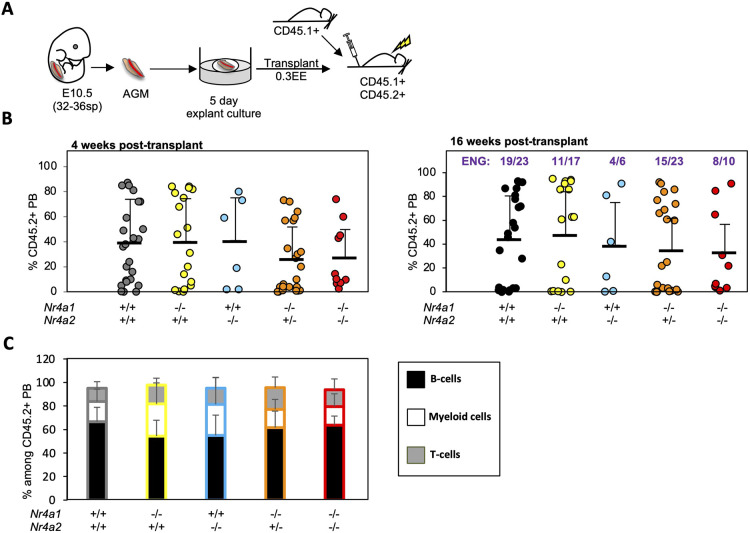
***Ex vivo* cultured E10.5 Nr4a-deficient AGMs display robust HSC activity.** (A) Experimental schematic. AGMs were dissected from E10.5 (32-36 sp) concepti and cultured as explants at the air–liquid interface for 5 days. Explants were then harvested, dissociated and transplanted at 0.3 EE/recipient. (B) CD45.2^+^ PB of primary recipients at 4 (left) and 16 (right) weeks post-transplant. *Nr4a1^+/+^* (*n*=24 recipients), *Nr4a1*^−*/*−^ (*n*=18 recipients), *Nr4a2*^−*/*−^ (*n*=6 recipients), *Nr4a1*^−*/*−^*Nr4a2^+/^*^−^ (*n*=23 recipients) and *Nr4a1*^−*/*−^*Nr4a2*^−*/*−^ (*n*=10 recipients). Data were pooled from six independent experiments. Each dot represents an independent recipient. The fraction of mice positively engrafted (ENG: defined as %CD45.2^+^ >2% and multilineage engraftment) is shown at the top of the graph (16 weeks post-transplant). (C) Percentage of B cells, T cells and myeloid cells within CD45.2^+^ PB of recipients engrafted with >1% of CD45.2^+^ PB at 16 weeks post-transplant. Means and standard deviations are shown. Source data are provided in Table S1.

In summary, the cellular and functional defects observed in HSC hematopoietic progenitors in *Nr4a1^−/−^Nr4a2^−/−^* embryos strongly support a role for the Nr4a gene family at the onset of definitive hematopoiesis.

### *Nr4a1^−/−^Nr4a2^−/−^* IACs fail to downregulate Notch signaling

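CosMx spatial molecular imaging counts single RNA molecules in a tissue section. Probes are hybridized to the RNA, each molecule is read from its pattern of fluorescence over repeated rounds of imaging, and it is assigned to the cell whose segmented outline contains it. The authors segmented the cells and assigned the transcripts with the AtoMx software, and deposited for each section the number of transcripts of 998 genes in each cell, without normalization. By the labels of these tables, 13 sections came from the *Nr4a1-/-Nr4a2-/-* embryo and 9 from the *Nr4a1+/+Nr4a2+/+* embryo, and each section was 10 µm thick. The labels describe paraffin-embedded tissue and a human panel in places where the paper describes fresh frozen embryos and a mouse panel, and the paper's description was followed. With 1 embryo per genotype at E10, the sections of a genotype are repeated measurements of the same embryo, so a test between sections compares these 2 embryos and not the genotypes. The sections of each genotype also carry a number, 1 or 2, which was treated as a possible slide: 7 *Nr4a1-/-Nr4a2-/-* and 4 *Nr4a1+/+Nr4a2+/+* sections are numbered 1, and 6 and 5 are numbered 2. Because no slide held both genotypes, a difference between slides and a difference between the embryos cannot be told apart. Of 37575 cells, 37570 had at least 10 transcripts of at least 10 genes and were kept. The total count of a section ranged from 169027 to 887896 (median 366514) in the sections labelled *Nr4a1-/-Nr4a2-/-* and from 211614 to 820265 (median 406889) in the *Nr4a1+/+Nr4a2+/+* sections. The median count of a cell ranged from 87 to 332 and from 171 to 224 over the same sections. The paper's limit on cell area, its negative control probes and its selection of the ventral aorta were not used here, so all cells of the imaged fields entered, including tissue away from the aorta. Cell types were assigned from the counts alone, without the position of the cells.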

To unveil the molecular mechanism by which NR4A1 and NR4A2 mediate HSC emergence, we performed a high-plex *in situ* analysis using a CosMx^TM^ spatial molecular imager (SMI) on sections from one *Nr4a^+/+^Nr4a2^+/+^* and one *Nr4a1^−/−^Nr4a2^−/−^* E10 embryo. 

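The panel includes *Nr4a1*, *Nr4a2* and *Nr4a3*, and the targeted genes were examined first. Summed over all cells, *Nr4a1* had between 39 and 185 counts in a section labelled *Nr4a1-/-Nr4a2-/-* and between 54 and 223 in a *Nr4a1+/+Nr4a2+/+* section. This is 2.24 ± 0.250 (SD, n = 13 sections) and 2.77 ± 0.274 (SD, n = 9) per 10000 transcripts. *Nr4a2* had 4.17 ± 0.620 and 4.89 ± 0.830 per 10000 transcripts in the same sections. Most genes of the panel had a lower share of the counts in the sections labelled *Nr4a1-/-Nr4a2-/-*: when counts were scaled by library size alone, the median log2 fold change (*Nr4a1-/-Nr4a2-/-* over *Nr4a1+/+Nr4a2+/+*) of the 998 genes was -0.30. The TMM factors of edgeR moved this median to -0.03. With these factors, the log2 fold change of *Nr4a1* was -0.05 (standard error 0.07, adjusted p = 0.716) and that of *Nr4a2* was 0.03 (standard error 0.09, adjusted p = 0.860) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Nr4a3*, which was not targeted, changed by -0.21 (standard error 0.09, adjusted p = 0.125 in the same test). With library sizes alone, the log2 fold changes were -0.31 for *Nr4a1* (adjusted p = 0.00110) and -0.23 for *Nr4a2* (adjusted p = 0.0325), which lie near the median of the panel under that scaling. Over all alternatives, the adjusted p ranged from 0.00110 to 0.951 for *Nr4a1* and from 0.0325 to 0.962 for *Nr4a2*. Relative to the panel, a lower level of either targeted gene was therefore not detectable, and the *Nr4a1-/-Nr4a2-/-* sections are named by their label. *Nr4a1* was among the dimmest genes of the panel: the genes with a lower rate made up 1.80% of the panel in the sections labelled *Nr4a1-/-Nr4a2-/-* and 1.90% in the *Nr4a1+/+Nr4a2+/+* sections.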

Each slide contained sections spanning from the anterior to the posterior AGM region (Fig. S3A) and were hybridized with a panel of 950 pre-set probes (provided by NanoString) and 50 custom probes (Table S2). Following cell segmentation (Fig. S3A) and data curation, we selected the ventral aspect of the dorsal aorta and adjacent niche cells as our area of interest for each section (Fig. 5A). 

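For each embryo, the cells were grouped by a negative binomial mixture on the raw counts, the model behind the Insitutype function that the paper used, with the background rate set from the dimmest 5% of the genes. The number of clusters started at 5, the number in the paper, and was raised until each embryo had both an endothelial and a hematopoietic cluster, which took 6 clusters. Another random start of the mixture met this condition with 5. A cluster was given a name ending in -like when the marker genes named by the paper had at least 2-fold more transcripts per 1000 than in all other cells of that embryo. In each embryo, 1 cluster was EC-like, 1 was HC-like and 1 was smooth-muscle-like, and 3 clusters met the limits for no name.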

For each embryo, unsupervised clustering analysis of combined sections was performed independently (Fig. 5A,B). 

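*Cdh5* had 6.90-fold more transcripts per 1000 in the EC-like cluster than in the other cells of the *Nr4a1+/+Nr4a2+/+* embryo, *Pecam1* 3.59-fold, *Vwf* 2.97-fold and *Dll4* 2.02-fold. In the sections labelled *Nr4a1-/-Nr4a2-/-*, the EC-like cluster exceeded the other cells 9.51-fold for *Cdh5*, 3.99-fold for *Pecam1*, 2.76-fold for *Vwf* and 2.56-fold for *Dll4*. The EC-like clusters held 1323 and 1466 cells, respectively.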

Based on cellular location and most highly expressed genes (*Cdh5*, *Pecam1*, *Vwf*, *Dll4*, etc.), we could unequivocally identify cluster 2 as the cluster containing endothelial cells (ECs) in both *Nr4a^+/+^Nr4a2^+/+^* and *Nr4a1^−/−^Nr4a2^−/−^* embryos (Fig. 5A,B). 

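The HC-like cluster of the *Nr4a1+/+Nr4a2+/+* embryo exceeded the other cells 3.18-fold in *Hbb*, 5.40-fold in *Csf2rb* and 5.47-fold in *Epor*, but only 1.38-fold in *Cd3e*. In the sections labelled *Nr4a1-/-Nr4a2-/-*, the ratios were 6.69 for *Hbb*, 4.61 for *Csf2rb*, 5.72 for *Epor* and 1.18 for *Cd3e*. These clusters held 1230 *Nr4a1+/+Nr4a2+/+* cells and 1117 cells labelled *Nr4a1-/-Nr4a2-/-*.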

We also identified hematopoietic cells (HCs) in cluster 4 as cells with high levels of hematopoietic genes, such as *Hbb*, *Csf2rb*, *Epor* and *Cd3e*. Most cells in this cluster are found in the lumen of the dorsal aorta, and several of the genes in this cluster are typically expressed in primitive hematopoietic cells (Wittamer and Bertrand, 2020). 

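*Tagln* and *Acta2* separated 1 more cluster in each embryo. Transcripts per 1000 exceeded those of the other cells 5.22-fold for *Tagln* and 8.05-fold for *Acta2* in the *Nr4a1+/+Nr4a2+/+* embryo, and 6.14-fold and 7.55-fold in the sections labelled *Nr4a1-/-Nr4a2-/-*.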

Cluster 5 has a more pronounced smooth muscle signature, with high expression of genes such as *Tgln* (*Tagln*) and *Acta2*, and the cells are proximal to the endothelium (Gonzalez Galofre et al., 2024). Cluster 1 seems to have a sclerotome signature, based on the high expression of genes such as *Foxc1* and *Twist1* (Della Gaspera et al., 2019; Kume et al., 2001)*.* Cluster 3, however, differs between *Nr4a1^+/+^Nr4a2^+/+^* and *Nr4a1^−/−^Nr4a2^−/−^* embryos. It appears to have a neural crest signature, with the expression of *Sox10*, *Phox2b* and *Ngfr* (Kapeni et al., 2022; Pattyn et al., 1999), but exhibits an unclear signature in the *Nr4a1*^+/+^*Nr4a2*^+/+^ embryos (Fig. 5A,B).

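Over the whole fields of view, no cluster exceeded the other cells 2-fold in both *Foxc1* and *Twist1*. Among the clusters without a name, the largest ratio for *Twist1* was 2.70 in the *Nr4a1+/+Nr4a2+/+* embryo, in a cluster where the ratio for *Foxc1* was 0.771. In the sections labelled *Nr4a1-/-Nr4a2-/-*, the largest ratio for *Twist1* was 1.86, with a ratio of 1.00 for *Foxc1*.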

**Fig. 5.**
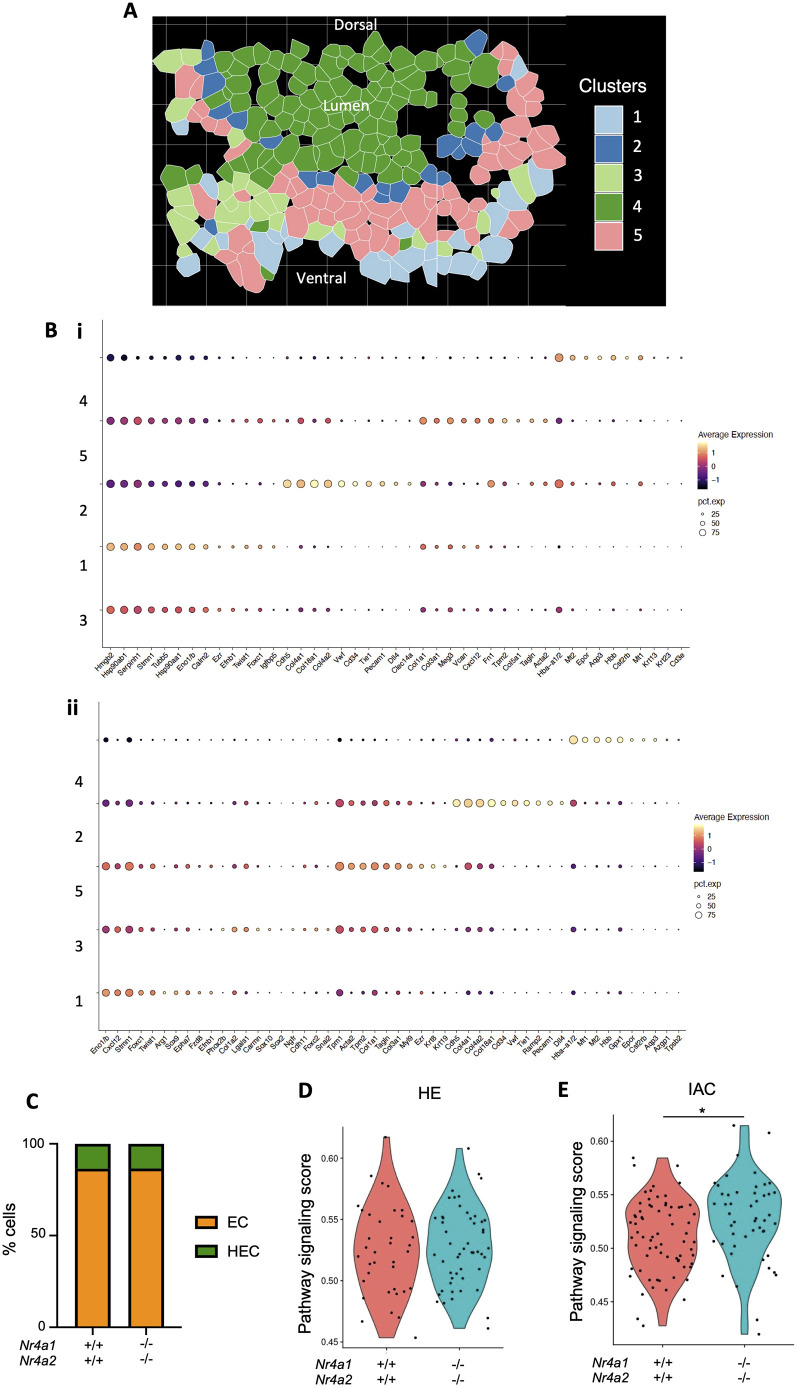
**Spatial transcriptomics (CosMx) reveals an aberrant persistence of Notch signaling during EHT in *Nr4a1***^−*/*−^***Nr4a2***^−*/*−^ **embryos.** (A) Representative image of the ventral aspect of the dorsal aorta area that was selected in each section for CosMx analysis, showing the different cell identity clusters obtained. Twelve *Nr4a1^+/+^Nr4a2^+/+^* sections and seven *Nr4a1*^−*/*−^*Nr4a2*^−*/*−^ sections that were intact after processing were used for downstream analysis. Sections of each embryo were combined and unsupervised clustering analysis was performed independently for each embryo. (B) Dotplots showing the top ten most highly expressed genes for each cluster in *Nr4a1^+/+^Nr4a2^+/+^* (i) and *Nr4a1*^−*/*−^*Nr4a2*^−*/*−^ (ii) embryos. (C) Comparison of the percentage of HECs (Runx1^+^ ECs) and arterial endothelial cells (Runx1^–^ ECs) between *Nr4a1^+/+^Nr4a2^+/+^* and *Nr4a1*^−*/*−^*Nr4a2*^−*/*−^ embryos. (D,E) Violin plots showing the Notch pathway signaling score in HE (D; *P*=0.7138) and IACs (E; *P=0.02173) between *Nr4a1^+/+^Nr4a2^+/+^* and *Nr4a1*^−*/*−^*Nr4a2*^−*/*−^ embryos. A two-tailed, unpaired *t*-test was used. *P<0.05. Source data are provided in Table S1.

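The labels assign 9 sections to the *Nr4a1+/+Nr4a2+/+* embryo and 13 to the *Nr4a1-/-Nr4a2-/-* embryo, where the legend gives 12 and 7, and the paper's text does not name the sections that were used. All 22 sections were therefore analysed, and the values of each section are given with Fig. 5C-E and Fig. S3C,D in the order of the section numbers, which run from 1 to 13 for the sections labelled *Nr4a1-/-Nr4a2-/-* and from 14 to 22 for the *Nr4a1+/+Nr4a2+/+* sections. The number of EC-like cells in a section ranged from 57 to 296 in the sections labelled *Nr4a1-/-Nr4a2-/-* and from 70 to 225 in the *Nr4a1+/+Nr4a2+/+* sections.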

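In sections 1 to 13, labelled *Nr4a1-/-Nr4a2-/-*, the share of EC-like cells with at least 1 *Runx1* transcript was 9.21%, 16.0%, 6.54%, 10.7%, 16.2%, 13.2%, 16.7%, 11.7%, 10.5%, 11.4%, 18.5%, 11.9% and 12.3%. In sections 14 to 22 of the *Nr4a1+/+Nr4a2+/+* embryo, it was 14.7%, 8.21%, 19.3%, 11.4%, 17.1%, 19.2%, 14.5%, 10.9% and 15.0%. The paper's own cell numbers for Fig. 5C, from Table S1, are 37 of 137 ECs in the *Nr4a1+/+Nr4a2+/+* embryo and 51 of 222 ECs in the *Nr4a1-/-Nr4a2-/-* embryo, or 27.0% and 23.0%.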

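The mean Notch score of the HEC-like cells in sections 1 to 13, labelled *Nr4a1-/-Nr4a2-/-*, was 0.514, 0.518, 0.487, 0.531, 0.497, 0.515, 0.511, 0.505, 0.514, 0.523, 0.508, 0.512 and 0.516, and in sections 14 to 22 of the *Nr4a1+/+Nr4a2+/+* embryo it was 0.514, 0.514, 0.508, 0.509, 0.517, 0.503, 0.508, 0.498 and 0.506. For the IAC-like cells, the means were 0.493, 0.517, 0.496, 0.523, 0.495, 0.512, 0.514, 0.515, 0.513, 0.525, 0.521, 0.511 and 0.513 in sections 1 to 13 and 0.518, 0.516, 0.507, 0.508, 0.512, 0.504, 0.505, 0.515 and 0.522 in sections 14 to 22.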

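HEC-like cells were counted as EC-like cells with at least 1 *Runx1* transcript. They made up 12.7% ± 3.35 (SD, n = 13 sections) of the EC-like cells in the sections labelled *Nr4a1-/-Nr4a2-/-* and 14.5% ± 3.78 (SD, n = 9) in the *Nr4a1+/+Nr4a2+/+* sections. The difference of -1.80 percentage points was smaller than the spread between sections (two-sided exact permutation test over all 497420 splits of the sections, p = 0.251). Within the sections numbered 1 and 2, the differences were -0.773 (p = 0.755) and -2.61 (p = 0.182, two-sided exact permutation tests). Pooled over sections, 182 of 1466 EC-like cells labelled *Nr4a1-/-Nr4a2-/-* were positive (12.4%, Wilson 95% interval 10.8% to 14.2%), against 194 of 1323 *Nr4a1+/+Nr4a2+/+* EC-like cells (14.7%, 12.9% to 16.7%). The intervals cover counting error only. Clustering both embryos in 1 mixture moved the difference most towards higher shares and changed its direction, to 1.06 percentage points (p = 0.560, same exact permutation test). Taking all cells with enough endothelial marker transcripts in place of the EC-like cluster gave 18.8% and 22.4% (p = 0.0730, same exact permutation test). A part of the *Runx1* counts was not specific to these cells. Among cells that were neither EC-like nor HC-like, matched to the EC-like cells on total transcripts, 11.0% ± 2.35 (SD, n = 13) were positive in the sections labelled *Nr4a1-/-Nr4a2-/-* and 13.1% ± 2.85 (SD, n = 9) in the *Nr4a1+/+Nr4a2+/+* sections. The share of the EC-like cells was above that of the matched cells in 18 of the 22 sections, by 1.55 percentage points on average (two-sided sign-flip permutation test, p = 0.00999). From the absence of a difference, the paper proposes that *Runx1*-expressing HECs emerge normally without NR4A1 and NR4A2.

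**Figure D1:**
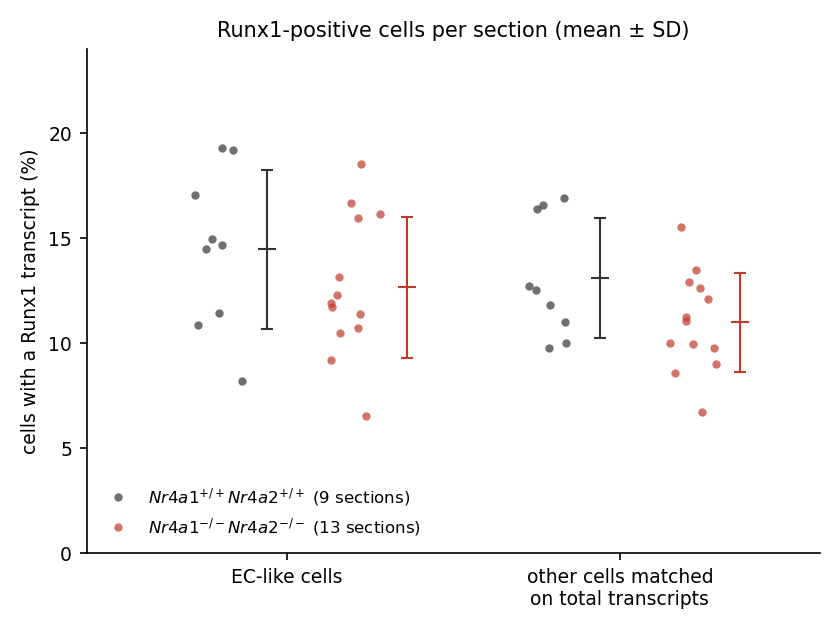
Percentage of cells with at least 1 Runx1 transcript in each section (points), among EC-like cells and among other cells of the same section matched on total transcripts, with the mean and SD of the 9 sections labelled Nr4a1+/+Nr4a2+/+ and the 13 labelled Nr4a1−/−Nr4a2−/−. The sections of the 2 embryos overlap, and the matched cells lie at 13.1% and 11.0% against 14.5% and 12.7% for the EC-like cells.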

We compared the percentage of *Runx1*-expressing ECs (hemogenic endothelial cells, HECs) between *Nr4a^+/+^Nr4a2^+/+^* and *Nr4a1^−/−^Nr4a2^−/−^* and found no differences (Fig. 5C), suggesting that the emergence of *Runx1*-expressing HECs is not altered in *Nr4a1^−/−^Nr4a2^−/−^* embryos.

Since EHT requires an initial upregulation of Notch signaling followed by its subsequent downregulation for successful completion (Ditadi et al., 2015; Gama-Norton et al., 2015; Kobayashi et al., 2014; Lizama et al., 2015; Porcheri et al., 2020; Richard et al., 2013; Sacilotto et al., 2013; Souilhol et al., 2016; Thambyrajah and Bigas, 2022; You et al., 2005), we compared Notch pathway activation between *Nr4a^+/+^Nr4a2^+/+^* and *Nr4a1^−/−^Nr4a2^−/−^* embryos. 

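The Notch score of a cell was computed with the UCell method, which ranks the genes of the cell by their counts and scores how high a gene list stands in that ranking, from 0 to 1. The list holds the 37 genes that Table S1 gives for Fig. 5D,E. The mean score of the HEC-like cells was 0.512 ± 0.0109 (SD, n = 13 sections) in the sections labelled *Nr4a1-/-Nr4a2-/-* and 0.509 ± 0.00596 (SD, n = 9) in the *Nr4a1+/+Nr4a2+/+* sections. The difference of 0.00293 was within the spread between sections (two-sided exact permutation test, p = 0.480). It was -0.00102 within the sections numbered 1 (p = 0.918) and 0.00652 within those numbered 2 (p = 0.139, two-sided exact permutation tests). As mean log-normalized expression of the list, which is on another scale, the difference changed its direction, to -0.00973 (p = 0.473, same permutation test).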

Interestingly, we found no differences in Notch pathway activation between genotypes in HECs (Fig. 5D), suggesting that the hematopoietic defects observed in *Nr4a1^−/−^Nr4a2^−/−^* embryos occur after the emergence of *Runx1*-expressing HECs.

We next evaluated Notch signaling activity in IACs. Because IACs are composed of cells transitioning from an endothelial to a hematopoietic identity, we identified IACs as cells co-expressing *Cdh5* and *Kit* within both cluster 2 (ECs) and cluster 4 (HCs). 

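IAC-like cells were counted as EC-like or HC-like cells with at least 1 *Cdh5* and at least 1 *Kit* transcript. Their number was 191 of 2583 cells in the sections labelled *Nr4a1-/-Nr4a2-/-* (7.39%, Wilson 95% interval 6.45% to 8.47%) and 194 of 2553 cells in the *Nr4a1+/+Nr4a2+/+* sections (7.60%, 6.63% to 8.69%). Each section held between 6 and 32 of them. The mean number in a section was 14.7 ± 7.43 (SD, n = 13 sections) with the *Nr4a1-/-Nr4a2-/-* label and 21.6 ± 7.09 (SD, n = 9) in the *Nr4a1+/+Nr4a2+/+* sections. This number was lower by 6.86 (two-sided exact permutation test, p = 0.0469). As a share of the EC-like and HC-like cells of a section, the means were 7.92% and 7.67% (p = 0.887, same test). EC-like cells made up 78.5% of the IAC-like cells labelled *Nr4a1-/-Nr4a2-/-* and 69.6% of those of the *Nr4a1+/+Nr4a2+/+* embryo. Cells that were neither EC-like nor HC-like also held both transcripts, in 1.82% and 2.45% of cells. They were not matched on total transcripts, so the level of co-detection at equal depth is not known. *Kit* was dim, with a rate above that of 18.4% and 21.6% of the panel genes. In the HC-like clusters, *Cdh5* was below the other cells, with ratios of 0.830 and 0.655. Stray counts may therefore account for a part of the IAC-like cells, and the size of that part was not measured.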

Remarkably, we found that Notch signaling activity was significantly increased in *Nr4a1^−/−^Nr4a2^−/−^* embryos (Fig. 5E). These data support the hypothesis that *Nr4a1^−/−^Nr4a2^−/−^* IACs are unable to effectively transition through EHT, preventing their maturation into HSCs.

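The IAC-like cells had a mean Notch score of 0.511 ± 0.0106 (SD, n = 13 sections) in the sections labelled *Nr4a1-/-Nr4a2-/-* and of 0.512 ± 0.00600 (SD, n = 9) in the *Nr4a1+/+Nr4a2+/+* sections. The difference of -0.000505 was far smaller than the spread between sections (two-sided exact permutation test, p = 0.899). It was -0.00530 within the sections numbered 1 (p = 0.442) and 0.00493 within those numbered 2 (p = 0.245, two-sided exact permutation tests). With single cells as units, as in the paper, the difference between the 191 cells labelled *Nr4a1-/-Nr4a2-/-* and the 194 *Nr4a1+/+Nr4a2+/+* cells was 0.00182 (two-sided permutation test, p = 0.597). The only alternative with a p under 0.05 was the mean log-normalized expression of the list, which is on another scale. It was lower in the sections labelled *Nr4a1-/-Nr4a2-/-*, with a difference of -0.0368 (two-sided exact permutation test, p = 0.00138). The same measure over all 998 genes differed by -0.0255. Among 10000 random lists of 37 genes matched on mean expression, the UCell difference of the Notch list stood at percentile 53.1, and the central 95% of the random lists reached from -0.0104 to 0.00881. The change from HEC-like to IAC-like cells did not differ detectably between the embryos either (-0.00344, two-sided exact permutation test, p = 0.361). How many of the IAC-like cells belong to intra-aortic clusters is not known. The absence of a difference here therefore does not exclude a difference in IACs. From its comparison of single cells within the ventral aorta, the paper concludes that Notch activity is increased in IACs of the *Nr4a1-/-Nr4a2-/-* embryo.

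**Figure D2:**
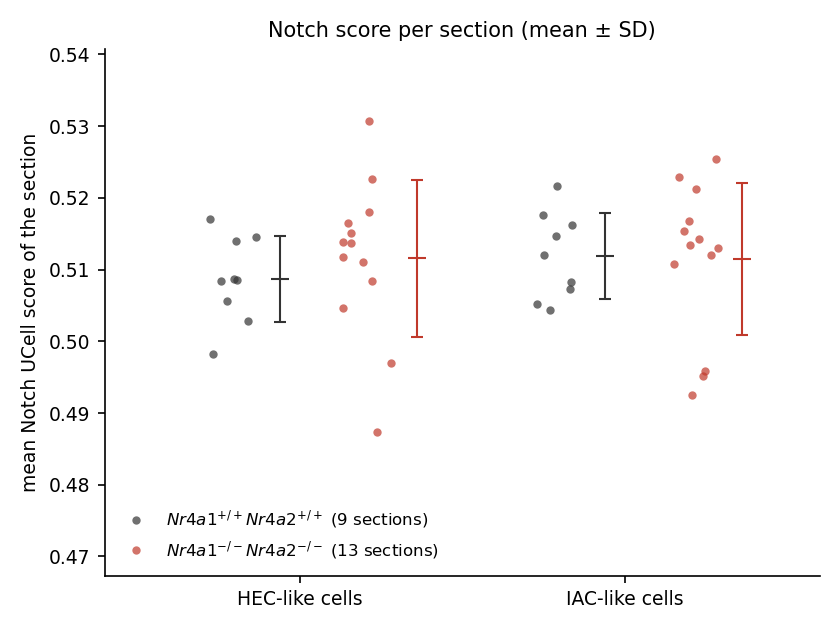
Mean Notch UCell score of the HEC-like and the IAC-like cells in each section (points), with the mean and SD of the 9 sections labelled Nr4a1+/+Nr4a2+/+ and the 13 labelled Nr4a1−/−Nr4a2−/−; the axis does not start at 0. The sections of the 2 embryos overlap in both cell types, with means of 0.509 and 0.512 for HEC-like cells and of 0.512 and 0.511 for IAC-like cells.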

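Gene by gene, the Notch list was compared in IAC-like cells without *Dll4*, which also served to name the EC-like clusters. *Kit* stayed in, although every IAC-like cell holds it by definition. Its own comparison (unadjusted p = 0.139, two-sided exact permutation test) is therefore not read as a result. The comparison covered 36 genes. The rate per 10000 transcripts differed at an unadjusted p under 0.05 for 4 of them, all lower in the sections labelled *Nr4a1-/-Nr4a2-/-* (*Wnt1*, *Anxa4*, *Cfd* and *Nod2*), and for none after Benjamini-Hochberg adjustment over the 36 genes, where the lowest adjusted p was 0.385 (two-sided exact permutation tests). *Dll4* itself, which is part of the score, had 5.51 ± 3.36 (SD, n = 13 sections) counts per 10000 transcripts in the sections labelled *Nr4a1-/-Nr4a2-/-* and 10.9 ± 3.08 (SD, n = 9) in the *Nr4a1+/+Nr4a2+/+* sections (p = 0.00134, or 0.0495 when adjusted over all 37 genes, same exact permutation test). By the rule that a gene naming a cell type is no result in that type, this difference is not counted. Naming alone does not account for it: the other 3 markers were at least 2-fold up in both EC-like clusters. *Dll4* itself was alike there, with 0.922 and 0.982 transcripts per 1000. It was the only gene of the list with an adjusted p under 0.05. *Dll4* still entered the score of the IAC-like cells, where its share of the difference of -0.000505 was -0.00216. The largest share of the other sign was that of *Foxc1* (0.00185). The sign of so small a difference is therefore not read. These rates carry no scaling factor, and without one the median log2 fold change of all genes tested in EC-like cells was -0.26, so the direction shared by the 4 genes is not read as a change of these genes in particular. *Notch1* had 11.1 ± 6.43 (SD, n = 13 sections) and 9.68 ± 3.03 (SD, n = 9) counts per 10000 transcripts in the sections labelled *Nr4a1-/-Nr4a2-/-* and the *Nr4a1+/+Nr4a2+/+* sections. The Notch target *Hes1* had 5.52 ± 2.25 and 5.01 ± 2.62, and *Hey1* had 9.15 ± 4.14 and 9.89 ± 4.08. Neither of the 3 genes differed beyond the spread between sections (p = 0.561, 0.631 and 0.682, same exact permutation tests).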

Since sterile pro-inflammatory pathways have been implicated in the regulation of EHT in fish and mice (Espin-Palazon et al., 2014; He et al., 2015; Li et al., 2014; Ottersbach, 2019) and considering that all three NR4A proteins are early-response genes expression of which is rapidly activated by NF-κB-mediated pro-inflammatory insults (Harant and Lindley, 2004; Hong et al., 2004; Rodriguez-Calvo et al., 2017; Saijo et al., 2009), we also assessed changes in the NF-κB signaling pathway in *Nr4a1^−/−^Nr4a2^−/−^* embryos. 

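The paper's text does not name the genes of its NF-κB score, and 20 panel genes of this pathway were used in their place (*Nfkb1*, *Rela*, *Nfkbia*, *Tnf*, *Tnfrsf1a*, *Tnfrsf1b*, *Tnfrsf11a*, *Il1b*, *Il1r1*, *Tlr2*, *Tlr3*, *Tlr4*, *Nod2*, *Ltbr*, *Cd40*, *Icam1*, *Vcam1*, *Cxcl1*, *Ccl2* and *Cflar*). In HEC-like cells, the mean score was 0.473 ± 0.0119 (SD, n = 13 sections) in the sections labelled *Nr4a1-/-Nr4a2-/-* and 0.476 ± 0.0116 (SD, n = 9) in the *Nr4a1+/+Nr4a2+/+* sections, a difference of -0.00239 (two-sided exact permutation test, p = 0.653). In IAC-like cells, it was 0.476 ± 0.0143 and 0.474 ± 0.00908, a difference of 0.00215 (p = 0.693, same exact permutation test). Within the sections numbered 1 and 2, the differences were -0.00317 (p = 0.427) and -0.00157 (p = 0.879) in HEC-like cells and 0.00315 (p = 0.730) and 0.00286 (p = 0.645) in IAC-like cells (exact permutation tests). As mean log-normalized expression of the list, which is on another scale, the difference was -0.0316 in HEC-like cells (p = 0.0866, exact permutation test). In IAC-like cells it was -0.0334, against the direction of the score (p = 0.0536, exact permutation test).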

We failed to detect significant changes in this pathway (Fig. S3C,D), indicating that NR4As do not modulate EHT via this sterile-pro-inflammatory pathway.

## DISCUSSION

Illuminating the molecular mechanisms that regulate HSC emergence during ontogeny is paramount to optimizing protocols to induce HSC specification *in vitro*. Here, we present evidence that NR4A orphan nuclear receptors are required for efficient EHT during HSC specification. Reduced *Nr4a1* and *Nr4a2* gene dosage results in a loss of IACs, a blockage in HSC specification and compromised HSC self-renewing ability in E11.5 embryos. The loss of detectable transplantable HSCs was partially rescued when supraphysiological levels of SCF, IL3 and FLT3L were administered *in vitro* to E10.5 AGM explants.

During EHT, *Nr4a1*, *Nr4a2* and *Nr4a3* transcripts are upregulated in E11.5 type II pre-HSCs (VE-cadherin^+^CD45^+^) and CD31^+^CD45^−^CD41^low^c-Kit^+^CD201^high^ pre-HSCs, which express higher Nr4a transcript levels than E11.5 endothelium (including VE-cadherin^+^CD45^–^ and CD31^+^VE-cadherin^+^CD41^−^CD43^−^CD45^−^Ter119^−^) (Fig. 1).

Further supporting our expression analysis, we observed the same *Nr4a1* expression pattern in a recent single-cell RNA-sequencing dataset that studied the dynamics of HSC production in the aorta (Baron et al., 2018). In particular, *Nr4a1* was upregulated in hemogenic endothelial cells (defined as CDH5^+^GFI1^+^c-Kit^−^) versus non-HE cells (defined as CDH5^+^GFI1^−^c-Kit*^−^*) at E10 (2.58-fold, *P*=0.0001) (Baron et al., 2018). Moreover, our CLR analysis identified all three NR4As as putative transcriptional regulators of specification of gene modules, i.e. modules of genes expression of which is particularly upregulated in E11-VE-cadherin^+^CD45^+^ type II pre-HSCs (Fig. 1A).

We found that the combined loss of *Nr4a1* and *Nr4a2* precluded the detection of transplantable HSCs in E11.5 embryos (Fig. 2). This could result from defective EHT and/or a problem with recently emerged *Nr4a-*deficient c-Kit^+^ cells maturing into transplantable HSCs. Importantly, *Nr4a1^−/−^Nr4a2^−/−^* embryos showed loss in the numbers of IACs (Fig. 3A,C). As IACs emerge via EHT from hemogenic endothelium, these defects implicate NR4A receptors in the regulation of EHT. Furthermore, the blockage in HSC specification, noted as an accumulation of pro-HSCs and Type I pre-HSCs in *Nr4a1^−/−^Nr4a2^−/−^* embryos and the reduced numbers of more mature Type II pre-HSCs in *Nr4a1^−/−^Nr4a2^−/−^* embryos, strongly indicates a role of Nr4a genes in EHT (Fig. 3).

NR4A nuclear receptors coordinate many cellular processes, including metabolism, DNA repair, cell proliferation and apoptosis (Kurakula et al., 2014; Rodriguez-Calvo et al., 2017). NR4A nuclear receptors contain a nearly identical DNA-binding domain (Hamers et al., 2013; Kurakula et al., 2014; Rodriguez-Calvo et al., 2017). However, their N-terminal AF-1 ligand-independent domain is very divergent and likely confers functional specificity to each family member (Kurakula et al., 2014). NR4As interact with multiple other transcription factors, which modulates their activity. As monomers, they bind the NGFI-B response element in the promoters of genes targets, as NR4A homodimers or NR4A heterodimers they bind Nur-response elements, and as NR4A-RXR (retinoid X receptors) heterodimers they bind to DR-5 sequences (Kurakula et al., 2014; Rodriguez-Calvo et al., 2017). In particular, the NR4A1 interactome has been extensively studied and, notably, NR4A1 was reported to bind NOTCH1 (Jehn et al., 1999).

Importantly, NOTCH1 signaling is essential for HSC development both in mouse and zebrafish embryos (Bertrand et al., 2010b; Hadland et al., 2004; Kumano et al., 2003). In particular, *Notch1^−/−^* embryonic stem cells fail to contribute to the adult hematopoietic system of chimeric mice (Hadland et al., 2004), and *Notch1^−/−^* embryos develop small numbers of colony-forming-units in culture (Hadland et al., 2004; Kumano et al., 2003). Moreover, NOTCH1 regulates *Gata2* (Robert-Moreno et al., 2005, 2008), which controls *Runx1* (Nottingham et al., 2007). *Gata2* haploinsufficiency results in fewer HSCs (Ling et al., 2004), and embryos lacking *Hes1* and *Hes5* (known NOTCH1 transcriptional targets) show sustained *Runx1* expression due to a failure to downregulate *Gata2* expression, leading to larger IACs (Guiu et al., 2013). Importantly, these clusters are non-functional, suggesting that NOTCH1, GATA2 and RUNX1 are required to initiate EHT, but must be downregulated to complete EHT (Guiu et al., 2013; Ottersbach, 2019).

These and other evidences (Ditadi et al., 2015; Gama-Norton et al., 2015; Kobayashi et al., 2014; Lizama et al., 2015; Porcheri et al., 2020; Richard et al., 2013; Sacilotto et al., 2013; Souilhol et al., 2016; Thambyrajah and Bigas, 2022; You et al., 2005) highlight that Notch signaling is exquisitely regulated during EHT, and that EHT can be divided into two phases that we are referring to now as ‘initiation’ and ‘completion’. Our spatial transcriptomics data show that Notch signaling activity is not perturbed in *Nr4a1^−/−^Nr4a2^−/−^ Runx1*-expressing HECs but is upregulated in *Nr4a1^−/−^Nr4a2^−/−^* IACs (Fig. 5D), positioning NR4A proteins as essential regulators of the transition from EHT initiation to completion. The accumulation of pro-HSCs at E10.5 and E11.5 and the reduction of pre-HSC type II at E11.5 further confirmed their role regulating this EHT transition, which likely results in the reduced number of IACs seen in *Nr4a1^−/−^Nr4a2^−/−^* embryos (Fig. 3B).

Additionally, Notch has been reported to regulate arterial endothelial identity (Phng and Gerhardt, 2009) by suppressing COUP-TFII (NR2F2), an orphan receptor that blocks NOTCH signaling. Importantly, IACs only emerge from arterial endothelium (Medvinsky et al., 2011; You et al., 2005) and NR4A1 also can bind and repress COUP-TFII transcriptional activity (Wu et al., 1997). Thus, NR4As could potentially modulate Notch at this level as well.

DNA motif binding analysis suggests that NR4A1 may cooperate with RUNX1 to regulate gene expression in AML Kasumi cells (Duren et al., 2016). Additionally, NR4A2 can directly bind RUNX1 in T cells, although the effect of this binding is unknown (Sekiya et al., 2013). As RUNX1 is required for EHT, any modulation of RUNX1 transcriptional activity via NR4A interaction may impact EHT, which provides another route to be explored in the future on the different ways NR4A proteins may influence EHT.

Intriguingly, *in vitro* culture of E10.5 *Nr41^−/−^Nr4a2^−/−^* AGM explants in conditions that allow for HSC maturation and expansion rescued the engraftment defect of E11.5 *Nr4a1^−/−^Nr4a2^−/−^* AGMs (Fig. 5) (Ganuza et al., 2017; Taoudi et al., 2008). We speculate that the ectopic activation or inhibition of pathways downstream of NR4A proteins (including the inhibition of Notch-related target genes), may bypass their role and induce or resume cell proliferation and/or maturation of E10.5 HSC hemogenic endothelial precursors. Regarding the explant culture conditions that rescued HSC specification defects, while exogenous FLT3L is dispensable for HSC maturation *ex vivo* (Ganuza et al., 2018; Rybtsov et al., 2014), IL3 drives HSC maturation in the AGM between E10.5 and E11.5 (Ganuza et al., 2018; Gordon-Keylock et al., 2013; Robin et al., 2006). Notably, SCF is required for the maturation of E8.5 HSC precursors, E9.5 pro-HSCs and E10.5 type I and type II pre-HSCs (Ganuza et al., 2018, 2017; Rybtsov et al., 2014; Taoudi et al., 2008). Interestingly, SCF is expressed in the dorsal aorta at E9.5-E11.5 (Rybtsov et al., 2014, 2011; Taoudi et al., 2008) and *Scf^−/−^* mice die *in utero* as a result of severe anemia and lack HSCs (Broudy, 1997; Ding et al., 2012). SCF binding induces c-Kit dimerization, kinase activity and signal transduction via many pathways (e.g. PI3-K, JAK/STAT, PLC-γ and MAPK pathways), which control cell proliferation, differentiation, migration and apoptosis (Cardoso et al., 2017; Linnekin, 1999).

In summary, our study reveals a role for the NR4A proteins during EHT and HSC specification. There are currently no robust methods to efficiently expand HSCs *in vitro* or to derive HSCs from other cell sources to model hematologic disease or for cell therapy. Thus, any insight into the molecular regulation of HSC specification may facilitate the optimization of protocols to yield clinically relevant numbers of HSCs for wide transplantation purposes.

## MATERIALS AND METHODS

### Mice

C57BL/6J, C57BL/6.SJL-PtprcaPep3b/BoyJ and B6.129S2-*Nr4a1^tm1Jmi^/*J (*Nr4a1^−/−^*) mice were acquired from The Jackson Laboratory and housed in a pathogen-free facility. The *Nr4a2^−/−^* mouse strain was kindly provided by Orla M. Conneely (Baylor College of Medicine, Houston, TX, USA). *Nr4a1^−/−^* and *Nr4a2^−/−^* were backcrossed with C57BL/6J mice for a minimum of seven generations. All animal experiments were carried out according to procedures approved by the St. Jude Children's Research Hospital Institutional Animal Care and Use Committee and comply with all relevant ethical regulations regarding animal research.

### Genotyping

Polymerase chain reactions (PCR) were performed using Go Taq DNA Polymerase (Promega) to detect *Nr4a2* alleles and HotStarTaq DNA Polymerase (QIAGEN) to detect *Nr4a1* alleles, as indicated by the manufacturers. PCR conditions: (95°C, 2′);[(94°C, 30″; 56°C, 30″; 72°C, 30″)×35]; (72°C, 10′). Primers used were: *Nr4a2* common (5′-GGCACTCCTGTGTCTAGCTGCC-3′), *Nr4a2* mut (5′-CTGCCTTGGGAAAAGCGCCTCC-3′), *Nr4a2* wt (5′-CAGCCCTCACAAGTGCGAACAC-3′). oIMR2060 (*Nr4a1* mut) (5′-CACGAGACTAGTGAGACGTG-3′), oIMR6602 (*Nr4a1* common) (5′-CCACGTCTTCTTCCTCATCC-3′), oIMR6603 (*Nr4a1* wt) (5′-TGAGCAGGGACTGCCATAGT-3′). *Nr4a2* wt PCR band: 300 bp. *Nr4a2* mut PCR band: 200 bp. *Nr4a1* wt PCR band: 180 bp. *Nr4a1* mut PCR band: 350 bp.

Genotypes were determined from a portion of the head of embryos or from tail biopsies from adult mice.

### Embryo isolation and explant culture

Embryos were isolated, stained, tissue-cleared and imaged as previously described (Yokomizo and Dzierzak, 2010; Yokomizo et al., 2012). A portion of the head was used for genotyping. Explant culture conditions were adapted from published protocols (Taoudi et al., 2008). Embryo explants were cultured at the air–liquid interface on 0.65 µm DV Durapore Membrane Filters (Merck Millipore) in Iscove's Modified Dulbecco's Medium-Glutamax (IMDM-Glutamax, Thermo Fisher Scientific), 20% fetal calf serum (FCS) (FB-02, Lot #535905, Omega Scientific), 0.1 mM 2-mercaptoethanol (Thermo Fisher Scientific), and 100 units/ml of Penicillin/Streptomycin (Thermo Fisher Scientific) supplemented with recombinant mouse SCF, recombinant mouse IL3, and recombinant mouse FLT3 ligand (Peprotech; all at 100 ng/ml) for 5 days to allow engraftment from E10.5 tissues. Membrane filters were sterilized and placed on in-house-made ring stands previously located in a well containing 2.25 ml of the above-described media in a non-tissue-culture-treated 6-well-plate (Corning), as previously described (Ganuza et al., 2018). Explants were recovered from filters using sterilized scalpels. Collagenase (0.0012 g/ml, Sigma-Aldrich) in PBS (Thermo Fisher Scientific) supplemented with 10% FCS (Omega Scientific) was used to dissociate cultured explants.

### Transplants

All cells were transplanted by tail vein injection. E10.5 and E11.5 CD45.2^+^ cells were transplanted along with 2×10^5^ CD45.1^+^ C57BL/6.SJL WBM cells into lethally irradiated CD45.2^+^/CD45.1^+^ C57BL/6J congenic recipient mice. Freshly isolated E11.5 embryos dissociated with collagenase were transplanted as 2 EE/recipient. AGM explant cultures from E10.5 embryos were dissociated and transplanted after 5 days of *ex vivo* culture (as described above) as 0.3 EE/recipient. CD45.2^+^/CD45.1^+^ C57BL/6J recipients were treated at 8-12 weeks old with 11 Gy of ionizing radiation in split doses of 5.5 Gy prior to transplant. For secondary transplants, 5×10^6^ WBM cells isolated from primary recipients was transplanted along with 2×10^5^ CD45.1^+^ C57BL/6.SJL WBM cells into lethally irradiated CD45.2^+^/CD45.1^+^ recipients. Engraftment was defined as >2% CD45.2^+^ cells in each lineage (T cells, B cells, and myeloid cells) and >1% CD45.2^+^ total PB.

### PB analysis

PB was collected in heparinized capillary tubes (Fisherbrand) from the retro-orbital plexus, lysed in red blood cell lysis buffer (Sigma-Aldrich) and stained as previously described (Ganuza et al., 2017) with the following antibodies: CD45.1-APC (A20) (110713, BioLegend) or CD45.1-FITC (A20) (561871, BD Biosciences), B220-PECy7 (B220, 60-0452-U025, Tonbo Biosciences), CD8-PECy7 (53-6.7) (60-0081-U100, Tonbo Biosciences), and CD45.2-V500 (104) (562130), B220- PerCPCy5.5 (RA3-6B2) (552771), Gr1-PerCPCy5.5 (RB6-8C5) (552093), Cd11b-PerCPCy5.5 (M1/70) (550993) and CD4-PECy7 (RM4-5) (552775) (BD Biosciences). All antibodies were used at 1:200 dilution. 4′,6-Diamidino-2-phenylindole (DAPI) staining was used to gate live events. Analysis was performed on a LSR Fortessa (BD Biosciences). Cells were collected employing the BD FACSDiva Software (v.8.0.1) (BD Biosciences). The data were analyzed with FlowJo v.9.4.11 (Tree Star).

### Flow cytometry analysis and FACS on explant cultures and embryonic tissues

Collagenase (0.0012 g/ml, Sigma-Aldrich) in PBS supplemented with 10% FCS (Omega Scientific) was employed to dissociate freshly isolated embryonic tissues or cultured explants. For flow cytometry cell sorting or AGM analyses, dissociated cells were stained with one or more of these antibodies: CD45.2-V500 (104) (562130, BD Biosciences), CD41-PerCP-eFluor710 (eBioMWReg30, 46-0411-82, eBioscience), CD43-FITC (eBioR2/60, 11-0431-82, eBioscience), VE-cadherin (CD144)-PE (11D4.1, 138009, BD Biosciences), CD45-FITC (30-F11, 11-0451-82, eBioscience), c-Kit-APC-eFluor780 (2B8, 47-1171-82, eBioscience). All antibodies were used at 1:200 dilution as previously described (Ganuza et al., 2018). DAPI staining was used to gate live events. Cell sorting was performed on a BD FACSAria III SORP (Special Order Research Product) and analysis was performed on an LSR Fortessa (both BD Biosciences). Data were analyzed as described above.

### Confocal microscopy and enumeration of clusters

E10.5 embryos were isolated and fixed in 4% paraformaldehyde (Electron Microscopy Sciences) overnight at 4°C. Embryos were processed, stained and tissue-cleared using the protocol previously described by the Dzierzak laboratory (Yokomizo et al., 2012). Embryos were stained with biotinylated rat anti-mouse CD31 antibody (MEC13.3, 553371, BD Biosciences), rabbit anti-c-Kit (clone D13A2, 3074, Cell Signaling Technology), goat anti-rabbit Alexa Fluor 647 secondary antibody (1:2500; clone A21245, A-21245, Thermo Fisher Scientific) and Alexa Fluor 488 goat anti-rat IgG (H+L) (A-11006, Invitrogen). Embryos were imaged on a Zeiss LSM780 confocal microscope using a 40×, 1.1 NA water immersion lens. Images were processed and stitched using ZEN 2012 software (Zeiss) and Imaris Stitcher and clusters were analyzed and counted with ZEN 2012 software.

### CLR analyses

CLR was applied as previously described (McKinney-Freeman et al., 2012) to unveil common putative transcriptional regulators of HSC specification. Gene modules were previously classified as specifying modules if their expression was significantly higher in hematopoietic stem cell precursors during HSC specification (McKinney-Freeman et al., 2012). Genes assigned to each of the specifying modules (ME-2, 17, 19, 26, 38, 40, 46, 56, 59) can be found in a previously published study (McKinney-Freeman et al., 2012). Genes highly connected upon CLR analysis were defined as ‘hub’ genes.

### Analysis of bulk mRNA and single-cell RNA-sequencing data from publicly available datasets

Expression levels of *Runx1*, *Nr4a1* and *Nr4a2* mRNA from populations of interests were extracted from the StemSite portal (McKinney-Freeman et al., 2012). Single-cell RNA-sequencing expression data for *Runx1*, *Nr4a1* and *Nr4a2* mRNA were extracted from figure S3 of Zhou et al. (2016).

### Real-time qRT-PCR

Total RNA was isolated from 600-25,000 VE-cadherin^−^CD45^−^, VE-cadherin^+^CD45^−^ and VE-cadherin^+^CD45^+^cells (QIAGEN RNeasy Micro Kit). RNA was amplified and reversed transcribed into cDNA employing RNA was amplified employing the NuGEN Ovation Pico WTA V2 system (NuGEN Technologies). Real-time qRT-PCR was performed using Fast SYBR Green Master Mix (Applied Biosystems) on an ABI StepOnePlus thermal cycler (Applied Biosystems) according to the manufacturer's instructions. PCR program: 95°C for 20″ (95°C for 1″ and 60°C for 20″) ×40, (melt curve) 95°C for 15″, 60°C for 15″, and 95°C for 15″. *Tbp* mRNA expression levels were used to compensate differences in cDNA input. The ΔΔCt method was applied to calculate changes in gene expression. Primers were used at 0.4 μM.

Primer sequences were: *Nr4a1*-Fw1 (5′-TTGAGTTCGGCAAGCCTACC3′), *Nr4a1*-Rv1 (5′-GTGTACCCGTCCATGAAGGTG-3′), *Nr4a2*-Fw2 (5′-ACACACACACCTTAATGGGACCCT-3′), *Nr4a2*-Rv2 (5′-CATGCCACCCACGCAACATTTAGT-3′), *Tbp*-F6 (5′-GAAGAACAATCCAGACTAGCAGCA-3′), *Tbp*-R6 (5′-CCTTATAGGGAACTTCACATCACAG-3′), *Runx1*-Fw2 (5′-GCAGGCAACGATGAAAACTACT-3′), *Runx1*-Rv2 (5′-GCAACTTGTGGCGGATTTGTA-3′).

### Statistics and reproducibility

For analyses, summary statistics, including mean and standard deviation are reported. Two-sample *t*-tests, exact Wilcoxon rank sum tests, Kruskal–Wallis tests or Mann–Whitney tests were used to test for differences between two groups depending on the normality of the data, which was assessed by the Shapiro–Wilk test. The false discovery rate (FDR) method described by Benjamini and Hochberg (1995) was used to correct for multiple comparisons at a level of 0.05. Otherwise, *P*<0.05 was considered statistically significant. Analyses were conducted in R v.3.3.1. Sample size and number of experiment replicates are detailed in each figure legend.

### CosMx SMI slide preparation

Samples in this study were processed following the guidelines outlined in the CosMx SMI Manual Slide Preparation for RNA Assays user manual (MAN-10184-02, NanoString). Embryos were fresh frozen (FF) in Tissue-Tek O.C.T. Compound with isopentane in liquid nitrogen. Isopentane was maintained at a temperature between −80°C and −100°C. FF samples were cut to 10 µm thickness and placed on a Superfrost Plus Premium Microscope Slide (VWR, 48311-703). In total, two slides containing nine *Nr4a1^+/+^Nr4a2^+/+^* sections each and two slides containing nine *Nr4a1^−/−^Nr4a2^−/−^* sections each were selected for CosMx. Slides were stored at −80°C until they were submerged in 10% neutral buffered formalin (NBF) (EMS Diasum, 15740) at 4°C for 2 hours. Slides were then washed three times in 1× PBS (Thermo Fisher Scientific, AM9625, AM9922) for 2 min each, then baked vertically at 60°C for 30 min. Once the tissue was fixed to the slide, FF samples were washed three times in 1× PBS for 5 min, once in 4% SDS (Thermo Fisher Scientific, AM9822) for 2 min, and three times in 1× PBS for 5 min each. Slides were then rehydrated with a 50% ethanol wash, a 70% ethanol wash, and two 100% ethanol washes for 5 min each. Next, samples were incubated in 1× Target Retrieval Solution (NanoString CosMx FF Slide Preparation Kit, RNA) at 100°C in a steamer for 8 min for heat-induced epitope retrieval. Immediately following this, slides were dipped in DEPC-treated water (Thermo Fisher Scientific, AM9922) for 15 s, washed in 100% ethanol for 3 min, and subsequently left to dry on the benchtop on a clean Kimwipe at room temperature for 30 min. After drying, the tissue was incubated at room temperature with 400 µl of digestion buffer, which contained a combination of Proteinase K and Protease A (NanoString CosMx FF Slide Preparation Kit, RNA), for 15 min followed by two 1× PBS washes for 5 min each. Next, slides were incubated at room temperature with fiducials (NanoString CosMx FF Slide Preparation Kit, RNA) at a working concentration of 0.00015% for 5 min protected from light, followed by one 5 min 1× PBS wash to remove excess fiducials. Slides then underwent a 1 min incubation in 10% NBF followed by two 5 min NBF STOP buffer washes, and one 5 min 1× PBS wash. A 100 mM NHS-acetate mixture was prepared using sulfo NHS-acetate powder (Fisher Scientific, 26777) and NHS-Acetate buffer (NanoString CosMx FF Slide Preparation Kit, RNA), which was then applied to the tissue and left to incubate protected from light at room temperature for 15 min. The slides were washed in 2× saline sodium citrate (SSC) (Thermo Fisher Scientific, AM9763, AM9922) twice for 5 min each after NHS-acetate incubation.

The CosMx Mouse Universal Cell Characterization panel contains 950 mouse gene targets with an additional set of 50 custom targets, chosen specifically for this study. The NanoString and custom *in situ* hybridization (ISH) probes were denatured at 95°C for 2 min and immediately transferred to ice for 1 min. The ISH probes were then combined with RNase inhibitor, Buffer R, and DEPC-treated water and applied to the slides as they were placed one-by-one into a hybridization chamber. Coverslips were applied to the slides to prevent loss of the probe mix during overnight hybridization. The slides were incubated overnight for 17 h protected from light at 37°C. After overnight probe hybridization, slides were washed in 2× SSC to remove coverslips and subsequently washed twice in a 50% formamide (Thermo Fisher Scientific, AM9342) solution with 2× SSC for 25 min at 37°C to remove off-target probes. Formamide washes were followed by two 2× SSC washes for 2 min each at room temperature. The DAPI stock solution (NanoString, CosMx Mouse Universal Cell Segmentation Kit) was diluted 1:40 and applied to each slide for 15 min at room temperature. Following nuclear staining, slides were washed in 1× PBS for 5 min before a cocktail of antibodies including CD298/B2 M, PanCK, and CD45 (NanoString, CosMx Mouse Universal Cell Segmentation Kit) was applied to tissue for 1 h at room temperature. Slides were then washed in 1× PBS for 5 min for a total of three washes to remove off-target antibodies and stored overnight at 4°C in 2× SSC. In final preparations to load the slides onto the CosMx instrument, a flow cell was applied to each slide. Slides were then loaded onto the CosMx SMI per manual MAN-10161-05, the CosMx SMI Instrument User Manual, using pre-bleaching profile C. For the cell segmentation, we used Configuration=C and Probability Threshold=−6. Preview scans of each slide were taken by the CosMx SMI, and field of views were selected to encompass the entirety of each embryo. Some sections peeled off during CosMx processing, and some were excluded from the analysis for being damaged in the areas of interest.

### CosMx data processing and analysis

Primary data were processed using NanoString's proprietary AtoMx software (v.1.3.2), which resulted in three main files, an expression matrix in the format of cell-by-gene, a .csv file containing information for each transcript identified, and a metadata file with information about each cell.

Seurat (v.5.0.3) (Hao et al., 2024) was used for downstream analysis. Cells with fewer than ten transcripts, fewer than ten unique genes and an area of more than 500 µm^2^ were excluded for downstream analysis. Principal component analysis using 50 principal components were calculated using all genes available in the CosMx panel (*n*=1000), the optimal number of principal components selected for building the neighborhood graph was 15. For unsupervised clustering, Insitutype (Danaher et al., 2022 preprint) was used, specifically the function ‘insitutype’; we used the negative control probe values of CosMx for the linear modeling and the following parameters: *n*_phase1=200, n_phase2=500, n_phase3=2000, n_starts=1, max_iters=5). We performed selected specific regions for each embryo section based on areas of interest and ran the unsupervised clustering on all *Nr4a1*^−/−^*Nr4a2*^−/−^ sections together, and all *Nr4a1*^+/+^*Nr4a2*^+/+^ sections together, which resulted in five main clusters in each group. A one-versus-all differential expression approach was employed to obtain gene markers per cluster, which was used in addition with canonical markers for cell annotation.

We used UCell (Andreatta and Carmona, 2021) to calculate the score for Notch signaling pathway, using 37 genes from the Gene Ontology term GO:0007219 (Notch signaling pathway), which overlaps with the CosMx panel. All statistical tests were performed using R (v.4.3.1).

## Supplementary Material

10.1242/develop.201957_sup1 Supplementary information

Table S1. Source data file. Each tab in the spreadsheet contains source data for the indicated figures including Fig. 1B, Fig. 1C, Fig. 1D, Figs. 2B-C, Figs. 2D-E, Figs. 3B-C, Figs. 4B-C, Fig. 5C, Fig. 5D-E and Suppl. Fig. 2. Please see figure legends within each Figure.

Table S2. List of genes used for CosMx analysis. Contains the 950 core genes included in the CosMx Mouse Universal Cell Characterization RNA Panel and 50 custom genes.

# Supplementary material for: NR4A1 and NR4A2 orphan nuclear receptors regulate endothelial-to-hematopoietic transition in mouse hematopoietic stem cell specification
**Source:** Development. 2024 Nov 26;151(22):dev201957. doi: 10.1242/dev.201957
**Supplement:** Supplementary information

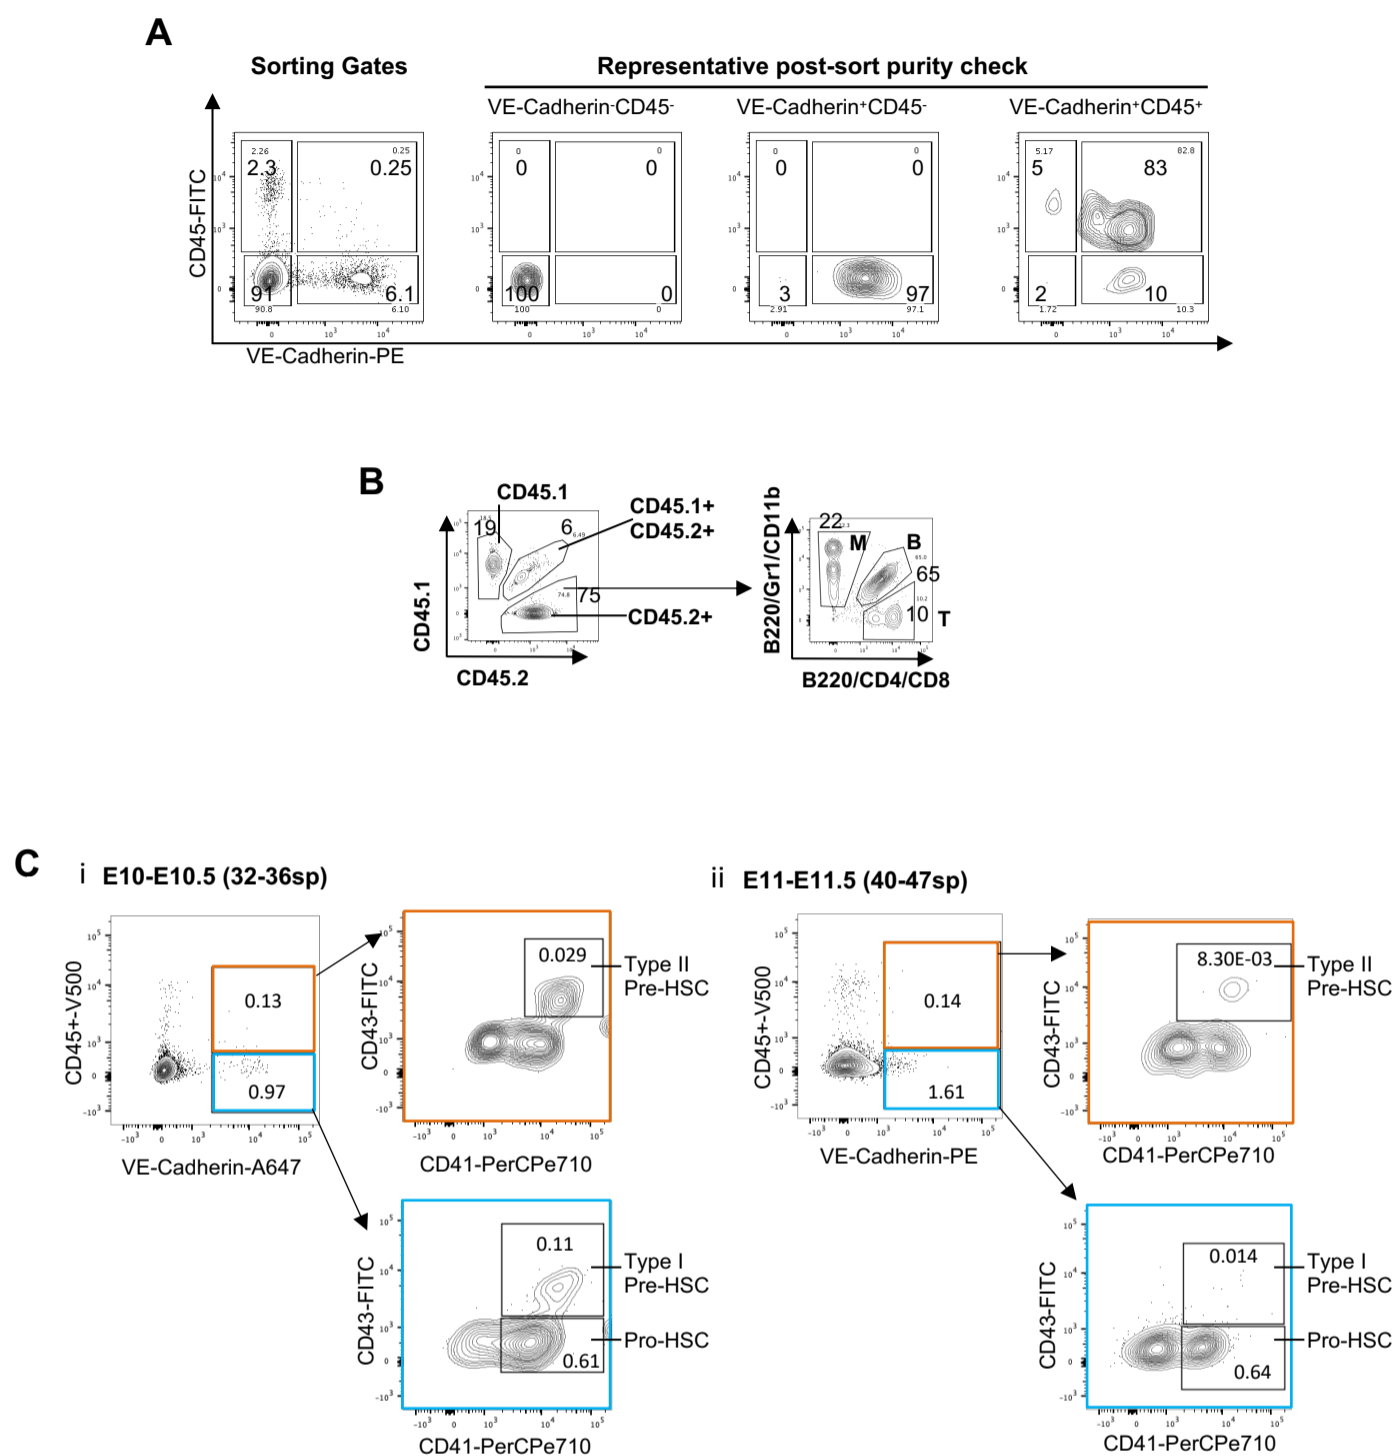

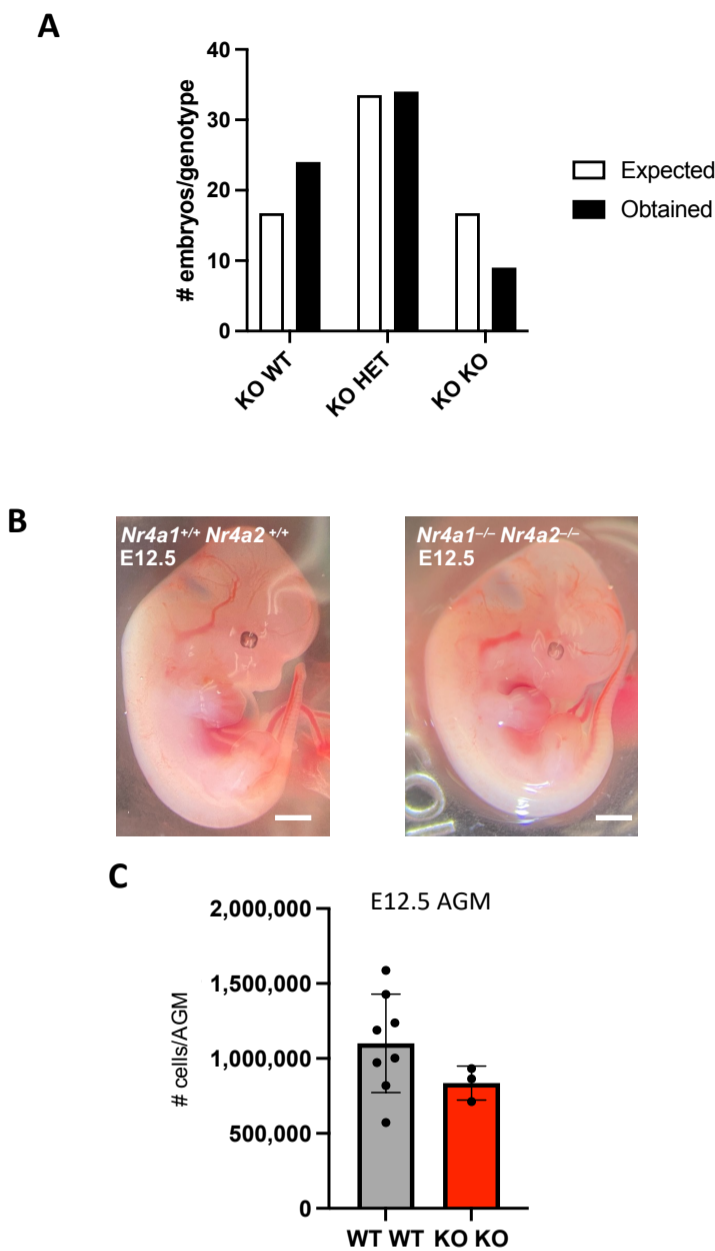

**Fig. S2. *Nr4a1*<sup>-/-</sup> *Nr4a2*<sup>-/-</sup> embryos are morphologically normal at E12.5.**  
A) Number of embryos expected vs obtained per genotype. Chi-square test for goodness of fit found significant differences  $p=0.0345$ . B) Representative images *Nr4a1*<sup>+/+</sup>*Nr4a2*<sup>+/+</sup> and *Nr4a1*<sup>-/-</sup>*Nr4a2*<sup>-/-</sup> E12.5 embryos. C) AGM cellularity of E12.5 *Nr4a1*<sup>+/+</sup>*Nr4a2*<sup>+/+</sup> (n=2 independent experiments) vs *Nr4a1*<sup>-/-</sup>*Nr4a2*<sup>-/-</sup> (n=2). Embryos were acquired over 4 independent experiments). Scale bar: 1mm.

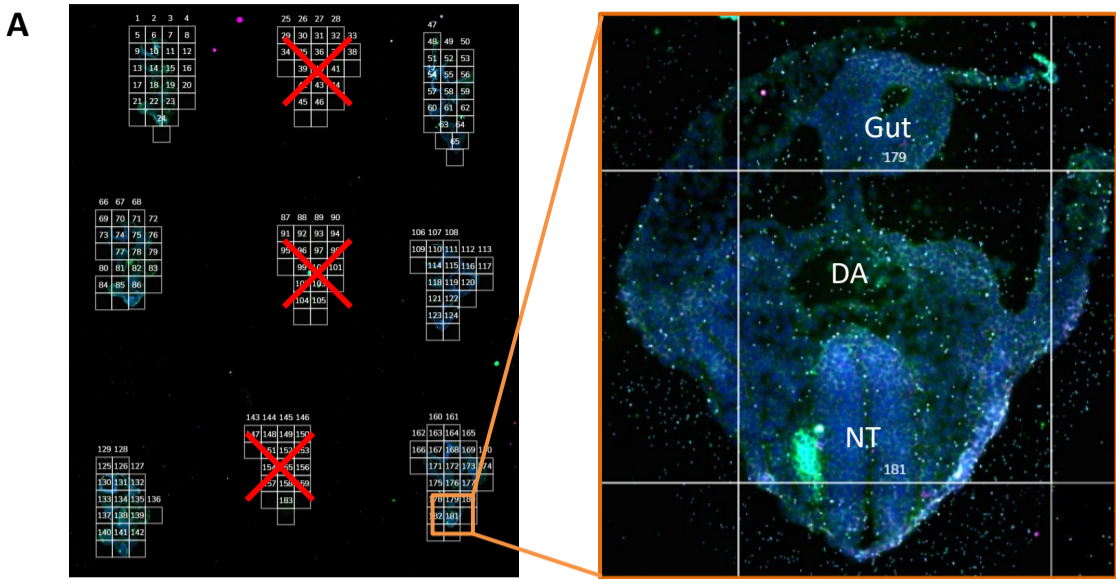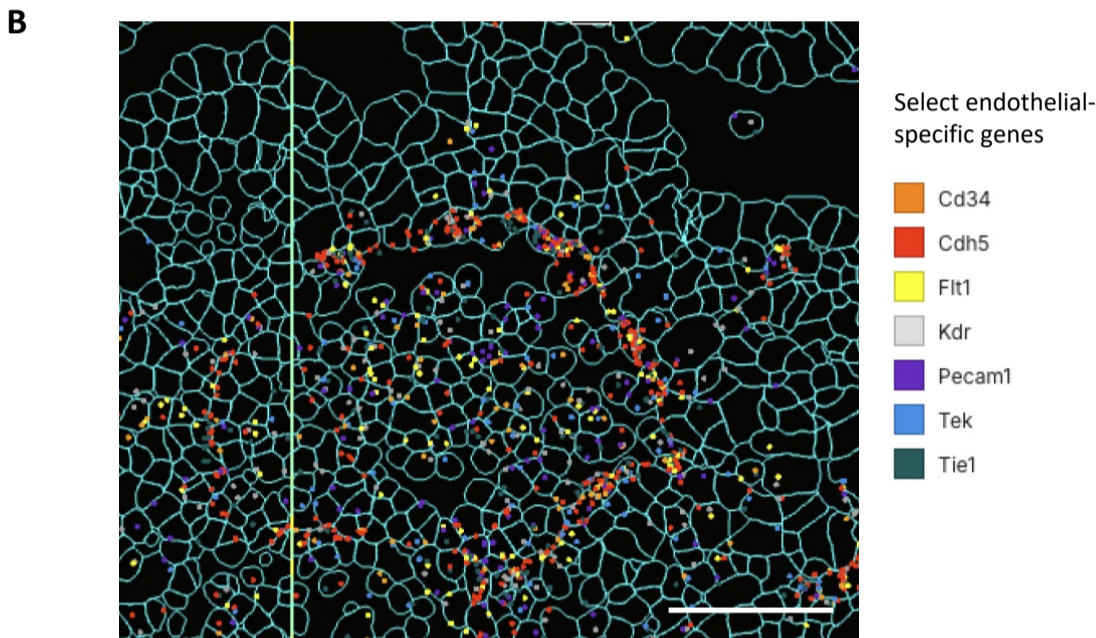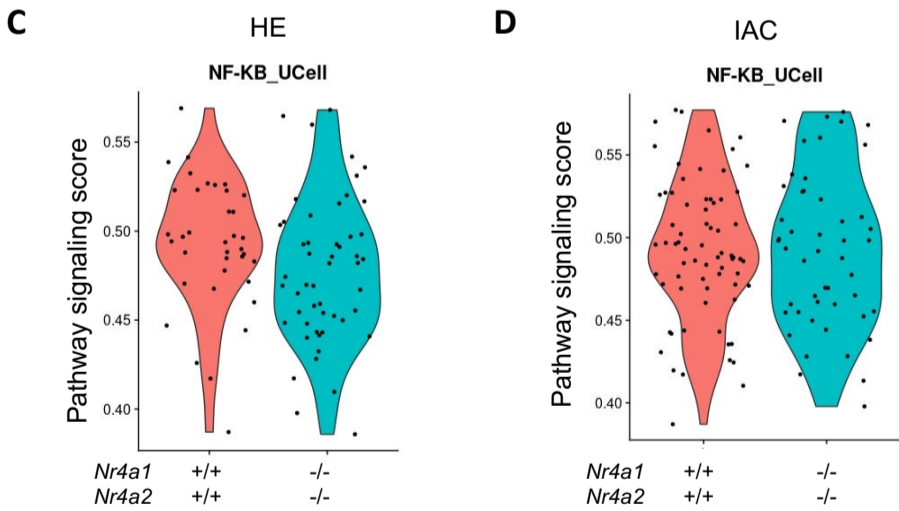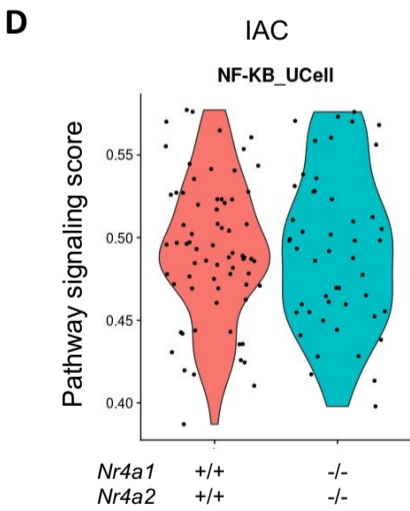

**Fig. S3. CosMx SMI clustering analysis.**

**A)** Representative example of a slide that was used for CosMx SMI. 9 sections were taken per slide (left panel). Red crosses mark sections that either washed off or were damaged during processing. A close-up view of the orange square is shown on the right panel and includes the AGM region and surrounding tissue; dorsal aorta (DA), neural tube (NT) and gut are shown. Sections were stained with DAPI (blue) and a cocktail of antibodies containing CD298/B2M, PanCK, and CD45 (green). **B)** Representative example of a section showing a selection of endothelial transcripts as well as cell segmentation. The vertical green line separates 2 adjacent fields of view (FOVs). Scale bar: 100µm. **C-D)** Violin plots showing NFκB pathway signaling score in **C)** HE (p=0.06868) and **E)** IACs (p=0.9606) between *Nr4a1*<sup>+/+</sup>*Nr4a2*<sup>+/+</sup> and *Nr4a1*<sup>-/-</sup>*Nr4a2*<sup>-/-</sup> embryos. 

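For the NF-κB list used here, the mean scores of the HEC-like cells in sections 1 to 13, labelled *Nr4a1-/-Nr4a2-/-*, were 0.475, 0.480, 0.468, 0.461, 0.473, 0.474, 0.476, 0.442, 0.485, 0.468, 0.479, 0.485 and 0.484, and in sections 14 to 22 of the *Nr4a1+/+Nr4a2+/+* embryo they were 0.477, 0.479, 0.469, 0.478, 0.471, 0.465, 0.457, 0.487 and 0.496. The IAC-like cells had means of 0.474, 0.480, 0.496, 0.457, 0.462, 0.451, 0.484, 0.466, 0.482, 0.470, 0.489, 0.485 and 0.494 in sections 1 to 13 and of 0.465, 0.475, 0.461, 0.475, 0.476, 0.467, 0.477, 0.492 and 0.479 in sections 14 to 22.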

A two-tailed unpaired t-test was used.

**Table S1. Source data file.** Each tab in the spreadsheet contains source data for the indicated figures including Fig. 1B, Fig. 1C, Fig. 1D, Figs. 2B-C, Figs. 2D-E, Figs. 3B-C, Figs. 4B-C, Fig. 5C, Fig. 5D-E and Suppl. Fig. 2. Please see figure legends within each Figure.

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.201957#supplementary-data>

**Table S2. List of genes used for CosMx analysis.** Contains the 950 core genes included in the CosMx Mouse Universal Cell Characterization RNA Panel and 50 custom genes.

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.201957#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

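The spatial data of the paper come from sections of 2 embryos at E10, 1 *Nr4a1+/+Nr4a2+/+* and 1 *Nr4a1-/-Nr4a2-/-*, imaged with CosMx. For each of 22 sections the authors deposited the count of transcripts of each gene in each segmented cell, as whole numbers without normalization. The authors fixed fresh frozen sections, hybridized the probes, segmented the cells and assigned the transcripts to them with AtoMx. The paper's selection of the ventral aorta, its clusters and its scores came after these tables. Its limit on transcripts and genes may already have been applied to them. Only 5 cells lay under the limit of 10, whereas a limit of 20 left 14986 of 16379 *Nr4a1+/+Nr4a2+/+* cells and 19177 of 21191 cells labelled *Nr4a1-/-Nr4a2-/-*. The paper gives a panel of 1000 genes, the deposited tables hold 998, and the copy of Table S2 used here lists 997, so no set test was run on that table. Every gene was used under the name given in the tables.

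Sections were grouped by the genotype in the labels, 13 as *Nr4a1-/-Nr4a2-/-* and 9 as *Nr4a1+/+Nr4a2+/+*. The legend of Fig. 5 gives 7 and 12, and this conflict was left open. The tables of all 231 pairs of sections differed from each other. Cells with under 10 transcripts or under 10 genes were left out, 5 cells in all. The total count of a section ranged from 169027 to 887896. The number of cells of a type in a section also limits the precision, since a section held between 6 and 32 IAC-like cells.

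Clusters were fitted in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0) by a negative binomial mixture of size 10 with the mean of a cell set by its total count, the profile of the cluster and a background rate. The design set this rate from the negative control probes, which were not used here, so the mean rate of the dimmest 5% of the genes took their place, which is a departure from the design. Each mixture was started 5 times from 4000 cells and run for at most 60 iterations. The markers were *Cdh5*, *Pecam1*, *Vwf* and *Dll4* (3 of 4 at least 2-fold up) for EC-like clusters, *Hbb*, *Csf2rb*, *Epor* and *Cd3e* (3 of 4) for HC-like clusters, *Tagln* and *Acta2* for smooth-muscle-like clusters and *Foxc1* and *Twist1* for sclerotome-like clusters. A further marker set that was also used to name clusters, and the measure built on it, are not reported here and are left out of all totals. Genes that name a cell type are not read as single results in that type, but the counts of called genes did not leave them out. *Hbb*, a marker of HC-like clusters, is thus in the count of genes called in HC-like cells and in their hemoglobin share. The sizes of the clusters were not compared between the embryos.

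UCell scores were computed from ranks of the raw counts over all 998 genes. The Notch list is that of Table S1, with the entry Scr read as *Src*. Log-normalized values are log(1 + 1000 times the count over the total of the cell). Shares and scores were averaged per section, over sections with at least 10 EC-like cells for a share and at least 3 cells of the type for a score, and section values were compared by two-sided exact permutation tests of the difference of the means. Tests with more values used 100000 resamples. Random lists were drawn 10000 times from genes of similar mean expression. Shares of pooled cells carry Wilson 95% intervals.

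For tests across genes, counts were summed per section over all cells, EC-like cells or HC-like cells, with at least 10 cells of the type, and compared with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), using TMM factors, filterByExpr, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment with a threshold of 0.05. DESeq2 1.42.0 was an alternative. On simulated counts for the 951 genes tested in EC-like cells, 200 genes were changed by a log2 fold change of 1 or 2 in either direction. There, edgeR called 89% of the changed genes, and 5.82% of its 189 calls were unchanged genes. Smaller changes were not simulated. The 89% therefore does not hold for changes such as those of the 71 genes lost under 1 mixture (median size 0.54). The mixture, the scores and the permutation tests were also tested on simulated data. On 3000 simulated cells the mixture reached an adjusted Rand index of 0.926, and 500 null comparisons gave a share of 0.056 with p under 0.05 in the permutation test. The index holds for simulated clusters that each had a set of raised genes, and not for the cells of the sections.

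The sample groups, the tests of the main results, the marker genes and the alternatives were set before the data were examined. Some tests of technical explanations were chosen after a result was seen, and 1 alternative, which subtracts the share of matched other cells from the share of *Runx1*-positive EC-like cells, was added later. The alternatives were other limits on cells, 1 mixture for both embryos, another random start, a marker gate in place of clusters, the sections numbered 1 or 2 alone, other units of analysis, other scores and gene lists, other scaling factors and gene filters, and leaving out each section in turn. The genes named were fixed by a rule: the targeted genes with *Nr4a3*, *Runx1*, *Kit* and *Cdh5*, the genes that the paper names for the spatial data, genes of the Notch list with an adjusted p under 0.05 in EC-like cells, and the 5 largest rises and 5 largest falls in EC-like cells with the same direction in every comparison of a numbered set of sections with another of the other genotype. The genes listed in IAC-like cells at an unadjusted p under 0.05 were named after their values were seen.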

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

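The tests of a higher background share in the *Nr4a1+/+Nr4a2+/+* sections, of the genes left under 1 mixture for both embryos and of the rises in HC-like cells against hemoglobin were chosen only after the result was seen, and the other tests below were chosen before. All comparisons are between the sections of 1 embryo per genotype.

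The paper does not compare the expression of single genes between the embryos. In counts summed over the EC-like cells of each section, 104 of 951 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 80 of them higher and 24 lower in the sections labelled *Nr4a1-/-Nr4a2-/-*, in a comparison of the paper's spatial counts that the paper did not make. At an unadjusted p under 0.05 there were 228 genes. The largest rises were those of *Eno1/b* (log2 fold change 1.31, standard error 0.13), *Hsp90ab1* (1.20, 0.12), *Vim* (1.19, 0.12), *Fau* (1.06, 0.15) and *Btf3* (1.04, 0.14), and the largest falls those of *Itgb4* (-0.77, 0.20), *H2-Aa* (-0.76, 0.21), *Krt86* (-0.65, 0.22), *Adipoq* (-0.65, 0.18) and *H2-DMa* (-0.64, 0.21). Without a TMM factor, that is, with library sizes alone, the count was 250 genes, of which 51 were higher and 199 lower, and the median log2 fold change of all tested genes moved from -0.06 to -0.26, so directions are relative to that median. The number of lower genes was also unstable elsewhere: there were 72 higher and 11 lower genes without section 17, 89 and 9 with TMMwsp factors, 70 and 4 under the marker gate, and 32 and 2 under 1 mixture for both embryos. The 5 rises kept an adjusted p under 0.05 in all of their alternatives. The 5 falls did not, and *Krt86* reversed to 0.014 under the marker gate. Of the 37 genes of the Notch list, 36 were tested and 2 were called, both higher, and the count was also 2 when adjusted over the list alone. These were *Foxc1* (0.59, standard error 0.14) and *Nfkbia* (0.53, standard error 0.17). *Nfkbia* lost its call under 1 mixture for both embryos (0.55), the marker gate (0.25) and library sizes alone (0.34), in the sections numbered 1 (0.37), and without section 11 of the sections labelled *Nr4a1-/-Nr4a2-/-* (0.45) or section 19 of the *Nr4a1+/+Nr4a2+/+* sections (0.45). *Foxc1* lost it in the sections numbered 1 (0.47) and under 1 mixture for both embryos (0.43). Neither *Runx1* (-0.11, standard error 0.17) nor *Kit* (-0.06, standard error 0.18) was called.

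Several technical explanations were weighed for the genes in EC-like cells. Only 1 of 100 splits of the sections into groups of 13 and 9, the real one, gave as many genes, so a random grouping of these sections is argued against. Between the sections numbered 1 and 2 within a genotype, at most 5 genes were called, whereas the comparisons of a numbered set across genotypes called between 33 and 80 genes. This argues against a slide effect of the size seen within a genotype, although the slides of the 2 genotypes still differ in whatever separated the runs. Under 1 mixture for both embryos, 34 genes were called and 33 of these were among the 104, which argues against cluster boundaries drawn separately as the source of those 33. For the other 71 genes, the median size of the log2 fold change was 0.54 under separate mixtures and 0.37 in the same direction under 1 mixture, so for these genes as a set the boundaries could account for a part of the change and not for most of it. Single genes lost more, such as *H2-Aa* (-0.25 under 1 mixture) and *Adipoq* (-0.27), and for these 2 falls the boundaries stay open as the main source. A higher share of background counts in the *Nr4a1+/+Nr4a2+/+* sections would lift all abundant genes of the other embryo alike. The dimmest 50 genes had a mean rate of 2.78 per 10000 transcripts in the *Nr4a1+/+Nr4a2+/+* sections and of 2.30 in the sections labelled *Nr4a1-/-Nr4a2-/-*, and 40 of the 50 most abundant genes tested were higher and none lower past the threshold. However, 15 of these 50 genes lay over 2 standard errors from their median of 0.57, within a range from -0.70 to 1.31, which argues against background as the whole source, and a general rise of abundant genes stays open. The change was also shared by other cells: 95 of the 104 genes (91.3%) had the same direction in cells that were neither EC-like nor HC-like, and 60 of them had an adjusted p under 0.05 there. A difference common to all cells of the sections, in handling, stage or embryo, is therefore a candidate explanation for most of these genes. The genotype stays among the open explanations, untested with 1 embryo of each.

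In HC-like cells, 59 of 950 genes had an adjusted p under 0.05, 55 higher and 4 lower, again in a comparison that the paper did not make. The 59 include *Hba-a1/2* and *Hbb*, and *Hbb* also served to name the HC-like clusters. A count as large came from 1 of the 100 splits, the real one. With library sizes alone there were 628 genes, 37 higher and 591 lower, and the median of all tested genes moved from -0.03 to -0.47. Hemoglobin transcripts (*Hba-a1/2* and *Hbb*) made up 24.0% ± 4.56 (SD, n = 13) of the counts of these cells in the sections labelled *Nr4a1-/-Nr4a2-/-* and 9.95% ± 1.39 (SD, n = 9) in the *Nr4a1+/+Nr4a2+/+* sections, and such a share could lower all other genes. Without them the median under library sizes alone was -0.23, so they are a candidate source of a part of that shift and the rest stays open. They would not raise other genes, and of the 53 other genes that were higher with TMM factors, 35 were also higher past the threshold under library sizes alone, which argues against hemoglobin as the source of these rises. With *Hba-a1/2* and *Hbb* left out of the fit, 58 genes were called, and 57 of these were among the 59. These 57 are all of the called genes other than hemoglobin, so the 4 lower genes kept their call. This argues against hemoglobin as the source of these 4 falls as well. Of the 59 genes, 52 had the same direction in EC-like cells. Within the *Nr4a1-/-Nr4a2-/-* label, the sections numbered 1 and 2 differed in 14 genes, against 30 to 61 genes across genotypes. A difference common to the cells of the sections stays open here as well, and so does the genotype.

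Among the *Nr4a1+/+Nr4a2+/+* sections, 11 measures were examined for a section far from the other 8, and 1 had one, where chance gives about 1 in 20. Section 17 of the *Nr4a1+/+Nr4a2+/+* embryo had 7.18 *Nr4a3* counts per 10000 transcripts, with a gap of 0.536 of the range. The section also had the largest TMM factor, 1.25. After division of the rates by these factors, the gap was 0.362 of the range and no longer stood apart, so a general shift in the composition of the counts of this section, such as a higher share of background, is a candidate explanation. No biological explanation was tested.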

How the results depend on the processing

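All alternatives were set in advance except 1, the share of *Runx1*-positive EC-like cells above that of matched other cells, which was chosen after seeing the data. Limits on the cells per section that removed no section are no test of stability, and their 24 values are not counted here. Of the other 759 values under alternatives, 44 were weaker, 2 stronger, 43 reversed and 6 counts of genes moved by over 1.5 times, and the rest kept their direction and their side of the threshold or, for counts of genes, stayed within that range. The scores and the share of HEC-like cells lay near 0 difference, so most reversals are changes of sign between values that no test told apart from 0. Where no cause is given below, the cause was not tested.

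The share of *Runx1*-positive EC-like cells (-1.80 percentage points) reversed under 1 mixture for both embryos (1.06) and as the share above matched other cells (0.293). It stayed negative without each section in turn (from -2.58 to -1.19), and no alternative brought it past the threshold (p from 0.0730 to 0.810).

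The Notch score difference in HEC-like cells (0.00293) reversed in the sections numbered 1 (-0.00102), as mean log-normalized expression (-0.00973), with the Notch targets only (-0.000623) and with receptors, ligands, *Rbpj* and targets only (-0.00171). Without each section it stayed positive, from 0.00134 to 0.00495. In IAC-like cells (-0.000505), it reversed with at least 20 transcripts and genes per cell (0.00217), under 1 mixture (0.000492), with another random start (0.00111), in the sections numbered 2 (0.00493), with single cells as units (0.00182), without *Src* (0.000194), with the Notch targets only (0.0168) and in all cells with *Cdh5* and *Kit* (0.000750). It was past the threshold only as mean log-normalized expression, and then lower in the sections labelled *Nr4a1-/-Nr4a2-/-* (-0.0368). Leaving out each section gave values from -0.00167 to 0.00107, with a positive sign without section 1 (0.00107), 3 (0.000789), 5 (0.000851), 14 (0.000207), 15 (3.150e-05) or 22 (0.000702).

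The NF-κB score difference in HEC-like cells (-0.00239) reversed with single cells as units (0.000619), with *Nfkb1*, *Rela* and *Nfkbia* only (0.0103), and without section 8 (0.000221) or 22 (0.000160), within a range from -0.00466 to 0.000221 over the sections left out. In IAC-like cells (0.00215), it reversed with the marker gate (-0.00269), a maximum rank of 500 (-0.00888), mean log-normalized expression (-0.0334) and all cells with *Cdh5* and *Kit* (-0.00150), and it ranged from 0.000465 to 0.00439 over the sections left out. No alternative of either was past the threshold.

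*Nr4a1* over all cells (log2 fold change -0.05) passed the threshold with library sizes alone (-0.31) and reversed in the sections numbered 1 (0.036). *Nr4a2* (0.03) reversed with library sizes alone (-0.23), in EC-like cells (-0.22) and without section 20 (-0.025), within a range from -0.025 to 0.082. The shift of the panel's median under library sizes alone is of the same size as both values. *Nr4a1* had too few counts for the test in EC-like cells and gave no value there, so the depth limits what can be said about that gene.

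The 104 genes called in EC-like cells became 34 under 1 mixture, 33 in the sections numbered 1, 80 in those numbered 2 and 250 with library sizes alone. The 59 genes in HC-like cells became 35, 35, 61 and 628 in the same settings. Leaving out each section gave from 83 to 120 genes in EC-like cells and from 51 to 66 in HC-like cells.

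Among the genes named in EC-like cells, *Runx1* (-0.11) reversed with at least 20 transcripts and genes per cell (0.091), under 1 mixture (0.030), with another random start (0.028) and in the sections numbered 1 (0.16). *Kit* (-0.06) reversed under 1 mixture (0.055), with another random start (0.0032), in the sections numbered 2 (0.21), with TMMwsp factors (0.00029), and without section 9 (0.023) or 17 (0.027), within a range from -0.13 to 0.027. *Krt86* reversed with the marker gate (0.014). Of 461 values of named genes, 406 kept their call and direction, 44 were weaker and 11 reversed. No paired analysis was possible because the section numbers of the 2 embryos do not overlap.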

Differences from the paper's values

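The paper's cell numbers refer to the ventral aorta and the values here to whole fields of view. Table S1 of the paper counts 137 ECs and 37 HECs in the *Nr4a1+/+Nr4a2+/+* embryo, and 1323 EC-like and 194 HEC-like cells were counted here. For the *Nr4a1-/-Nr4a2-/-* embryo, the paper counts 222 ECs and 51 HECs, and 1466 and 182 were counted here. With higher limits on transcripts per cell or another random start, the EC-like cells numbered from 1141 to 1334 in the *Nr4a1+/+Nr4a2+/+* embryo and from 1319 to 1561 in the sections labelled *Nr4a1-/-Nr4a2-/-*, still far above the paper's numbers. No alternative was computed for the number of HEC-like cells.

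The paper's share of HECs among ECs is 27.0% in the *Nr4a1+/+Nr4a2+/+* embryo and 23.0% in the *Nr4a1-/-Nr4a2-/-* embryo, against 14.5% and 12.7% here. With EC-like cells taken by a marker gate, the shares were 22.4% and 18.8%, which lie within 1.5 times of the paper's values. Of the alternatives set before the data were examined that could move a share, the other 17 for the *Nr4a1+/+Nr4a2+/+* embryo and 21 for the sections labelled *Nr4a1-/-Nr4a2-/-* did not close the gap. The shares drawn in Fig. 5C are about 14% in both embryos, read by eye.

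The paper used 7 *Nr4a1-/-Nr4a2-/-* sections, and 13 carry that label. It used 12 *Nr4a1+/+Nr4a2+/+* sections, and 9 carry that label, so leaving out damaged sections cannot give its number. Both numbers of the paper would be possible if the labels were exchanged, which was not tested. Every direction between the embryos given here depends on the labels.

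For the Notch score in IACs, the paper's p is 0.02173 (unpaired t-test), against 0.899 here (two-sided exact permutation test over sections). None of the 40 alternatives set before the data were examined that could move this value gave a p within 1.5 times of the paper's. Except with single cells as units (p = 0.597, two-sided permutation test), these compared section means. None restored the paper's selection of the ventral aorta, its limit on cell area or its sections. They therefore do not test whether the paper's p can be reproduced. Their p ranged from 0.00138 to 0.994, and the only one under 0.05 was that of mean log-normalized expression, with a lower value in the sections labelled *Nr4a1-/-Nr4a2-/-*.

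For the NF-κB score in HECs, the paper's p is 0.06868, against 0.653 here with another gene list. Mean log-normalized expression in place of the UCell score gave 0.0866, within 1.5 times of the paper's value, and the other 33 alternatives that could move it did not. The cells here are those of whole fields and the paper's those of the ventral aorta, so a similar p is not a reproduced result.

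The paper states that Notch activity is higher in IACs of the *Nr4a1-/-Nr4a2-/-* embryo, and the difference here was -0.000505. The paper describes *Cd3e* among the genes that are high in the hematopoietic cluster, and its ratio to other cells was 1.38 and 1.18 here. The paper describes a cluster with *Foxc1* and *Twist1* in both embryos, which had no counterpart here.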

Other observations

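The tests on background counts of *Nr4a1* and *Nr4a2* and the random lists for the mean log-normalized expression of the Notch list were chosen only after the result was seen, and the other tests below were chosen before.

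The *Nr4a1* and *Nr4a2* counts in the sections labelled *Nr4a1-/-Nr4a2-/-* were not detectably lower relative to the panel. Background counts of the probes are a candidate explanation for *Nr4a1*: its rate was above that of at most 1.90% of the panel genes in either embryo, among the dimmest 5%, and it did not differ between EC-like cells and cells that were neither EC-like nor HC-like (difference 0.0459 per 10000 transcripts, higher in 14 of 22 sections, two-sided sign-flip permutation test, p = 0.815). For *Nr4a2*, the rate was above that of up to 24.9% of the panel genes, which argues against background at the level of the dimmest genes as the whole source, although its rate did not differ between these cells either (-0.339, p = 0.301, same permutation test). Transcripts of the targeted loci that the probes still detect, binding to other transcripts and an exchange of labels were not tested.

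Background counts of *Runx1* could produce *Runx1*-positive cells in any cluster. The share in EC-like cells was above that of matched other cells in 18 of 22 sections, which argues against background as the only source, but the matched cells carried most of the share (11.9% against 13.4% over all sections). The share above that of the matched cells was 1.67% ± 3.26 (SD, n = 13) in the sections labelled *Nr4a1-/-Nr4a2-/-* and 1.38% ± 1.50 (SD, n = 9) in the *Nr4a1+/+Nr4a2+/+* sections (two-sided exact permutation test, p = 0.810).

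For the Notch score in IAC-like cells, technical sources of a difference were tested although the difference itself was near 0. After each cell was adjusted for its number of detected genes it was -0.00130, and without *Kit*, which also defines the cells, it was -0.000417. With so small a difference to begin with, an effect of either cannot be told apart from none. The value stood at percentile 53.1 of random gene lists of similar expression, which is what a list with no change of its own would give.

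The lower mean log-normalized expression of the Notch list in IAC-like cells labelled *Nr4a1-/-Nr4a2-/-* stood at percentile 43.1 among random lists of 37 genes, whose central 95% reached from -0.0612 to -0.00739. This is consistent with a shift of any list of similar expression under this measure, and not of the Notch list in particular.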
